# OsMADS58 Stabilizes Gene Regulatory Circuits during Rice Stamen Development

**DOI:** 10.3390/plants11212899

**Published:** 2022-10-28

**Authors:** Liping Shen, Feng Tian, Zhukuan Cheng, Qiang Zhao, Qi Feng, Yan Zhao, Bin Han, Yuhan Fang, Yanan Lin, Rui Chen, Donghui Wang, Wenfeng Sun, Jiaqi Sun, Hongyun Zeng, Nan Yao, Ge Gao, Jingchu Luo, Zhihong Xu, Shunong Bai

**Keywords:** OsMADS58, rice stamen, meiosis, tapetum, gene regulatory circuits

## Abstract

Rice (*Oryza sativa*) OsMADS58 is a C-class MADS box protein, and characterization of a transposon insertion mutant *osmads58* suggested that OsMADS58 plays a role in stamen development. However, as no null mutation has been obtained, its role has remained unclear. Here, we report that the CRISPR knockout mutant *osmads58* exhibits complex altered phenotypes, including anomalous diploid germ cells, aberrant meiosis, and delayed tapetum degeneration. This CRISPR mutant line exhibited stronger changes in expression of OsMADS58 target genes compared with the *osmads58* dSpm (transposon insertion) line, along with changes in multiple pathways related to early stamen development. Notably, transcriptional regulatory circuits in young panicles covering the stamen at stages 4–6 were substantially altered in the CRISPR line compared to the dSpm line. These findings strongly suggest that the pleiotropic effects of OsMADS58 on stamen development derive from a potential role in stabilizing gene regulatory circuits during early stamen development. Thus, this work opens new avenues for viewing and deciphering the regulatory mechanisms of early stamen development from a network perspective.

## 1. Introduction

The stamen plays a key role in the angiosperm life cycle by producing meiotic cells, nursing the developing pollen, and facilitating pollen dissemination. To fulfil these functions, the stamen primordia must diverge from cells differentiating into photosynthetic tissues, somatic cells in the primordia must differentiate into diploid germ cells that will commit to a meiotic fate through differentiation of microspore mother cells (MMCs), and specialized tissues such as the tapetum must differentiate to nurse pollen generation.

The ABC model for determining floral organ identity was first proposed using Arabidopsis and Antirrhinum as model plants and later shown to be generally applicable to other angiosperms including rice [1,2]. According to the ABC model, stamen identity is determined by the interaction of B-class genes, such as *APETALA3* (*AP3*)/*PISTILATA* (*PI*), and C-class genes, such as *AGAMOUS* (*AG*) in Arabidopsis [3,4,5,6]. 

In rice, the two MADS box genes *OsMADS3* and *OsMADS58* were identified as C-class genes [7]. Differing from the clear phenotype generated by loss of *AG* in Arabidopsis, although both genes are expressed in early stamen primordia [7,8], mutation of *OsMADS3* causes complicated alterations of organ types and numbers; stamens are still produced [7,8,9], but with abnormal development at later stages [10]. By contrast, mutation of *OsMADS58* (generated by transposon insertion) alone causes no obvious change in phenotype [8]. Double mutant plants for the two genes exhibit loss of stamens and carpels [8,11], similar to the phenotype of *ag* mutants [3]. A gene expression profiling study demonstrated that OsMADS58 functions as a transcription factor to bind target genes, affect their expression, and result in alteration of cellular redox status; notably, it was also revealed that the mutant previously used was not a null mutant [12]. Although Sugiyama et al. [11] generated TILLING and CRISPR (editing at exon 3) mutants, they observed no altered phenotypes. The lack of null mutations for *OsMADS58* have thus hampered efforts to fully elucidate its function.

The identification of *SPOROCYTELESS* (*SPL*) in Arabidopsis opened an avenue to decipher the mechanism of the transition from somatic cells to MMCs [13,14]. Intriguingly, Ito et al. [15] reported that transcription of *SPL* was directly regulated by the C-class MADS box protein AG, a finding that linked stamen organ identity determination and germ cell induction. Recently, Ren et al. [16] identified *OsSPL*, the rice homolog of Arabidopsis *SPL*, not only in sequence, but also in function. However, as no null mutant of *OsMADS58* was available, there was no clear way to investigate whether a similar regulatory mechanism of AG-to-SPL exists in rice.

Tapetum differentiation is regulated by many genes in rice [17,18]. Notably, mutants with aberrant MMC differentiation also fail to differentiate the tapetum properly, similar to that found in Arabidopsis [19,20,21,22]. It has therefore been suggested that tapetum differentiation is dependent on MMC differentiation [17,23].

To clarify the function of OsMADS58, we used CRISPR to generate a knockout mutant of *OsMADS58* and identified differences in phenotype and the transcriptional regulatory network between the knockout and transposon insertion alleles. These findings suggest that OsMADS58 is required for stabilizing gene regulatory circuits underlying the subsequent stamen development in rice.

## 2. Results

### 2.1. Osmads58 CRISPR Lines Exhibit Sterility

To create a null mutation for clarifying the function of *OsMADS58*, we generated CRISPR lines using the CRISPR-Cas9 system [24], targeting at exon 2. Among the different transgenic lines, three independent editions were found, two with a single base insertion (A at 56 bp and C at 56 bp, respectively) and one with a 4-bp deletion, all resulting in a frameshift (Supplementary Figure S1). To assess any off-target changes, the genome of the CRISPR line with A insertion at 56 bp (designated *osmads58* CRISPR, the line first obtained with a sterile phenotype) was re-sequenced. Genomic sequence and RNA-seq data confirmed that the *OsMADS58* locus was edited as intended. 

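Expression of the 3 genes other than OsMADS58 with a change in the coding sequence was read from the RNA-seq counts of young panicles of about 1 cm. The counts cover 3 wild-type samples, 4 samples of *osmads58* dSpm, a transposon insertion line, and 2 samples of *osmads58* CRISPR. They are the authors' estimated counts per gene of the rice annotation MSU v7.0, and the positions are those of Supplementary Table S1. LOC_Os04g16600, with a change on chromosome 4 at position 9025386, had a count of 0 in each of the 9 samples. A count of 0 allows up to 3 counts, which is 0.0337 to 0.0459 CPM (counts scaled to the sample's library size) depending on the sample. LOC_Os11g44520, with a change on chromosome 11 at position 26925059, had 8 counts in *osmads58* CRISPR sample 2 and 0 in the other 8 samples. Both genes were below the filter on low counts and were not tested. LOC_Os11g45970, with a change on chromosome 11 at position 27814318, had 0, 8 and 32 counts in the wild-type samples, 28 and 0 counts in the *osmads58* CRISPR samples and 0 counts in all 4 *osmads58* dSpm samples. Its log2 fold change in *osmads58* CRISPR against the wild type was 0.13 (standard error 2.40, adjusted p = 0.987 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *osmads58* dSpm the adjusted p was 0.275 from the same test. No difference was detectable at these counts. According to the paper's methods, the 2 *osmads58* CRISPR samples come from independent transgenic lines. Which of them carries each change was not taken into account here. The test of their mean thus does not cover a change present in only 1 of them.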

While one SNP (A-G) and two indel candidates were identified in the genomic sequence (Supplementary Table S1), the corresponding three genes were either not expressed or showed no difference in expression in the tissues we are studying. To further explore whether the CRISPR line was indeed a null mutation of *OsMADS58*, we performed mass spectrum analysis of in vitro-translated OsMADS58 protein. No hallmark OsMADS58 peptides were identified (Supplementary Table S2). These data demonstrated that *osmads58* CRISPR is a null mutant of the *OsMADS58* gene.

While all three independent editions of CRISPR lines exhibit sterility in their homozygous status, we mainly used *osmads58* CRISPR for detailed analysis. No morphological aberrations were observed in the CRISPR lines during vegetative growth. However, stamen alterations were observed at the flowering stage. Unlike the previously described *osmads58* (renamed here as *osmads58* dSpm to distinguish it from *osmads58* CRISPR) lines, which remains fertile (Supplementary Figure S2), the *osmads58* CRISPR plants were sterile, with no I_2_-IK staining observed in pollen and no seed-set at maturity (Figure 1). These data highlight that stamen development in the CRISPR lines was severely affected.

### 2.2. Both MMCs and Tapetum Are Aberrant in the osmads58 CRISPR Line

To clarify how the stamen development is affected in the *osmads58* CRISPR lines, we analyzed semi-thin sections of stamens throughout development. Before stage 4 [12,25], there was no distinguishable difference in cellular differentiation between the CRISPR lines and the wild type (Figure 2). After stage 5, morphological differences were observed, including increased numbers of MMCs from an average of 4.2 in the wild type to 5.5–6.2 in different independent CRISPR lines (Stage 5, *p* < 0.01. Figure 3A–E), delayed tapetum degeneration (Figure 2N), and abnormal microspore differentiation (Figure 2N–P). In brief, both MMCs and tapetum were aberrant.

#### 2.2.1. Disturbed Chromosome Behavior in Meiosis

The MMCs are the cells destined to undergo meiosis. To identify the consequences of the increase in MMC numbers (Figure 3A–E), we observed the meiosis behavior of *osmads58* CRISPR. We determined that the MMCs could enter meiosis, but many univalents could be detected (Figure 3G).

#### 2.2.2. Delayed Tapetum Degeneration

To further explore the delay of tapetum degeneration observed in semi-thin sections (Figure 2N), we performed TUNEL assays, which detect DNA damage in cells and are often used to monitor tapetum degeneration [26]. We observed that while the tapetum degeneration, indicated by the green-dotted signals, showed no distinguishable difference between the *osmads58* dSpm line and the wild type, it was significantly delayed in the *osmads58* CRISPR lines (Figure 4). Together with the histological observations from the semi-thin sections, these results demonstrate that tapetum degradation is delayed in the absence of functional OsMADS58.

### 2.3. Gene Expression Is Severely Disturbed in the osmads58 CRISPR Line

Previously, we reported that OsMADS58 protein can bind ~610 genes, including nucleus-encoded photosynthesis-related genes [12]. However, no genes with known functions in either the MMC differentiation (including meiosis) or tapetum differentiation were among the known OsMADS58 targets. We therefore aimed to address how the null mutation of this C-class MADS box gene caused aberrant MMCs and tapetum cells. We first performed qPCR to verify whether the typical OsMADS58 binding targets changed their expression levels in the *osmads58* CRISPR line. Then, we conducted RNA-seq analysis to observe the change in gene expression profile in the *osmads58* CRISPR and *osmads58* dSpm lines.

#### 2.3.1. OsMADS58 Target Genes Have Higher Expression in the *osmads58* CRISPR Line

Using the genes upregulated in the *osmads58* dSpm samples (Figure 7 in [12]) as targets, we examined OsMADS58 target gene expression levels in the *osmads58* CRISPR samples. The expression levels of these target genes in the *osmads58* CRISPR samples were not only higher than those in the wild type, but higher than those in the *osmads58* dSpm samples (Figure 5). This result is not only consistent with the previous inference that OsMADS58 inhibits the expression of its binding targets [12], but also suggests that such an inhibition is dependent on the quantity of OsMADS58 protein.

#### 2.3.2. Null Mutation of OsMADS58 Causes Vast Variation in Gene Expression Profiles

To explore the underlying molecular link between the loss of OsMADS58 function and the mutant phenotypes, we performed RNA-seq analysis with young panicles (about 1 cm in length, in which the stamens develop to stages 4–6, [12,25]) collected from the wild type, dSpm lines, and CRISPR lines. The gene expression data generated from the nine samples (including three, four, and two samples for wild-type, *osmads58* dSpm, and *osmads58* CRISPR lines, respectively) totaled over 420 million reads.

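RNA from young rice panicles of about 1 cm was sequenced for 3 wild-type, 4 *osmads58* dSpm and 2 *osmads58* CRISPR samples. They are named here wild type 1 to 3, *osmads58* dSpm 1, 2, 4b and 5b, and *osmads58* CRISPR 1 and 2, after the authors' labels. The authors mapped the reads to the rice genome MSU v7.0 with Hisat 2.1.0, guided by the gene annotation, and computed gene levels with Stringtie 1.3.3b. They deposited estimated counts for 56143 genes as whole numbers that are not scaled between samples. The paper's text does not say how the coverage that Stringtie measures was turned into counts. The counts per sample summed to between 77715447 and 83042245 in the wild type (median 81967818). In *osmads58* dSpm they summed to between 65192657 and 80290243 (median 75583644), and in *osmads58* CRISPR to 67735552 and 79989437 (median 73862494). The sum over all samples, 687100687, is above the number of reads the paper states. Among counts from 1 to 40, between 37.2% and 40.7% per sample were multiples of 4, where evenly spread values would give 25%. If 1 read pair weighs 4 counts, the sum over all samples stands for fewer reads than the paper states, and a count is less precise than its size. The values below use the counts as deposited. They were normalized by edgeR's TMM method, and the 27251 genes that passed its filter on low counts were tested with the quasi-likelihood test in one fit of the 3 groups. Differentially expressed genes had a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1, the paper's thresholds. With 2 samples, *osmads58* CRISPR depends on the spread that the fit shares among the groups, and the fit and the samples in it change the number of differentially expressed genes.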

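Against the wild type, 321 genes were upregulated and 73 downregulated in *osmads58* dSpm, and 555 were upregulated and 957 downregulated in *osmads58* CRISPR. The total in *osmads58* CRISPR was 3.84 times that in *osmads58* dSpm. Without adjustment, 4527 genes in *osmads58* dSpm and 7001 in *osmads58* CRISPR had a p-value under 0.05. Of the 1906 calls, 1877 are in the authors' Supplementary Tables S6 to S9 with the same direction. The choice of *osmads58* dSpm samples moved the total of that line most. With *osmads58* dSpm 1 and 2 only, 110 genes were called in *osmads58* dSpm and 1939 in *osmads58* CRISPR. With *osmads58* dSpm 4b and 5b only, 2491 and 3469 genes were called. *osmads58* CRISPR had the larger total with each of the 6 pairs of *osmads58* dSpm samples, which give both lines the same number of samples. With 1 wild-type sample left out in turn, the totals were 65 to 198 in *osmads58* dSpm and 637 to 775 in *osmads58* CRISPR. Among genes with a mean of at least 10 CPM whose mutant samples all lay beyond the wild-type samples, LOC_Os03g43100 and LOC_Os01g35330 had the largest changes upward in both lines. LOC_Os03g43100 had no count in the wild type and was at 81.7 ± 13.8 CPM (SD, n = 4) in *osmads58* dSpm and 38.2 ± 6.51 CPM (SD, n = 2) in *osmads58* CRISPR. Against the 3 counts that a count of 0 allows, this is at least 2046-fold and at least 958-fold higher. LOC_Os01g35330 was at 0.407 ± 0.298 CPM (SD, n = 3) in the wild type, 384 ± 188 CPM (SD, n = 4) in *osmads58* dSpm and 268 ± 45.3 CPM (SD, n = 2) in *osmads58* CRISPR. LOC_Os05g49800 had the largest change downward among such genes in *osmads58* dSpm, with a log2 fold change of -3.53 (standard error 0.23, adjusted p = 0.000352 from edgeR's quasi-likelihood test). In *osmads58* CRISPR its log2 fold change was -0.13 (standard error 0.26, adjusted p = 0.814). LOC_Os03g37140, the next downward in *osmads58* dSpm, fell in both lines, with a log2 fold change of -2.82 in *osmads58* dSpm (standard error 0.25, adjusted p = 0.00134) and -3.20 in *osmads58* CRISPR (standard error 0.33, adjusted p = 0.00294). LOC_Os03g43750 fell in *osmads58* CRISPR from 26.7 ± 8.28 CPM (SD, n = 3) to 0.0966 ± 0.0222 CPM (SD, n = 2), a log2 fold change of -8.07 (standard error 1.09, adjusted p = 0.00643).

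**Figure D1:**
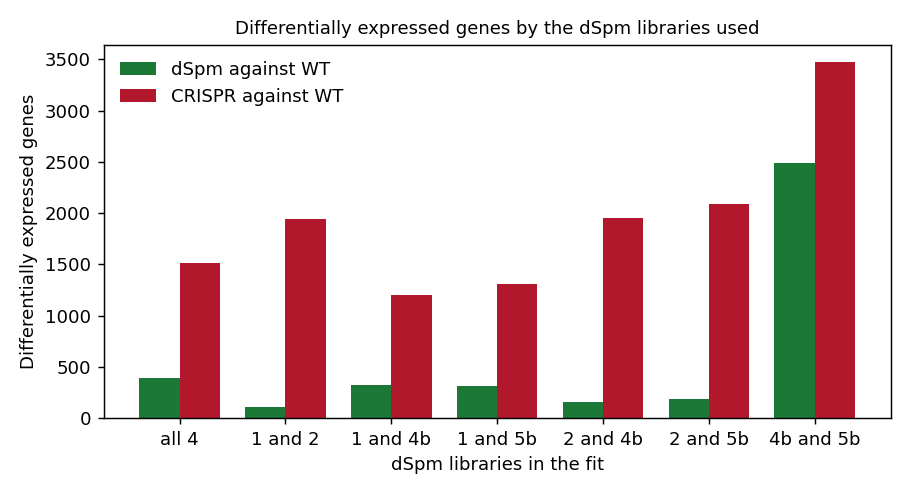
Number of differentially expressed genes (vertical axis) in *osmads58* dSpm (green) and *osmads58* CRISPR (red) against the wild type (WT), with all 4 *osmads58* dSpm samples and with each pair of them (horizontal axis). The green bars run from 110 genes with samples 1 and 2 to 2491 genes with samples 4b and 5b, and the red bar is the taller one at each choice.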

We identified more up- and downregulated genes in *osmads58* CRISPR than in the *osmads58* dSpm compared to the wild-type samples (Figure 6A,B). Thus, the knockout of OsMADS58 in *osmads58* CRISPR leads to more extensive alteration of downstream gene expression than that in *osmads58* dSpm, in which the OsMADS58 expression is simply downregulated. In addition, more than 85% of the differentially expressed genes (especially for downregulated genes) were specifically changed in either *osmads58* dSpm or *osmads58* CRISPR samples. Moreover, 74 and 96 of the 610 target genes of OsMADS58 in ChIP-seq data [12] were significantly differential expression in *osmads58* dSpm and *osmads58* CRISPR, respectively.

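OsMADS58 (LOC_Os05g11414) was at 5.23 ± 2.75 CPM (SD, n = 3) in the wild type, 1.65 ± 0.635 CPM (SD, n = 4) in *osmads58* dSpm and 0.370 ± 0.143 CPM (SD, n = 2) in *osmads58* CRISPR. The *osmads58* CRISPR samples had 20 and 42 counts of the gene, against 245 to 611 in the wild type. Each *osmads58* dSpm sample lay below each wild-type sample and above both *osmads58* CRISPR samples. The log2 fold change against the wild type was -1.66 in *osmads58* dSpm (standard error 0.47, adjusted p = 0.118 from edgeR's quasi-likelihood test) and -3.81 in *osmads58* CRISPR (standard error 0.67, adjusted p = 0.0153). The first of these passed the threshold with DESeq2 only, with an adjusted p from 0.0101 to 0.307 over the alternatives. Between the lines, *osmads58* CRISPR was lower than *osmads58* dSpm by a log2 fold change of -2.15 (standard error 0.60, adjusted p = 0.0638). In this direct comparison, 392 genes were higher and 1070 lower in *osmads58* CRISPR than in *osmads58* dSpm. From the numbers of up- and downregulated genes, the paper concludes that the knockout alters downstream gene expression more extensively than the downregulation in *osmads58* dSpm.

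**Figure D2:**
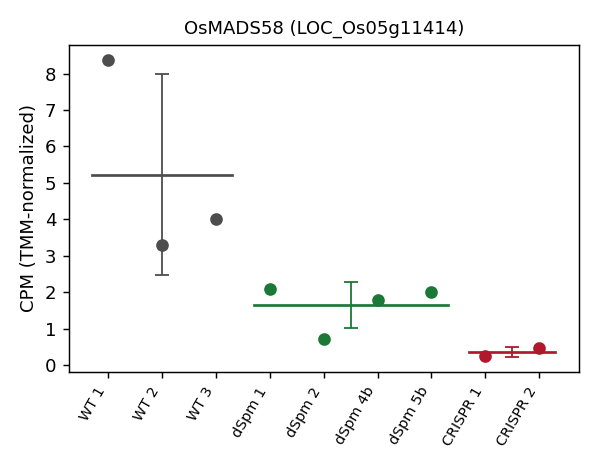
CPM of OsMADS58 (vertical axis) in each sample (horizontal axis) of the wild type (WT, gray), *osmads58* dSpm (green) and *osmads58* CRISPR (red), with the mean as a horizontal bar and the SD as an error bar. The wild-type samples lie between 3.29 and 8.38 CPM, and the highest mutant sample, *osmads58* dSpm 1, at 2.10 CPM.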

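Counted by direction, 1820 genes were called in either line, and 95.3% of them in 1 line only. The share was 92.5% among upregulated and 97.5% among downregulated genes. In both lines, 61 genes were upregulated and 25 downregulated. In opposite directions, 22 genes were upregulated in *osmads58* dSpm and downregulated in *osmads58* CRISPR, and 0 the other way. Each of these 22 was called in both lines, but above it counts once in each direction as called in 1 line only. The 1820 thus stand for 1798 genes. The count of 22 was 13 without wild type 1, 2 without wild type 2, 0 without wild type 3, 34 without *osmads58* dSpm 2, 11 without *osmads58* dSpm 4b and 9 without *osmads58* dSpm 5b. It was 100 with DESeq2, and the authors' Supplementary Tables S6 to S9 hold 100 such genes and 2 the other way. With edgeR it was at most 8 in any other split of the wild-type and *osmads58* dSpm samples. One of the genes, LOC_Os09g17560, was at 0.455 ± 0.462 CPM (SD, n = 3) in the wild type, 55.6 ± 26.2 CPM (SD, n = 4) in *osmads58* dSpm and 0 counts in both *osmads58* CRISPR samples, and its call in *osmads58* CRISPR was lost in 10 of 22 alternatives with a test. Of the 1734 calls in 1 line only, 923 (53.2%) also passed the threshold in the direct comparison of the lines. The lines share their wild-type samples, which by itself gives overlap. In 20 simulations of unchanged groups, all samples, the wild type included, were drawn independently around the wild-type mean. There, the 394 and 1512 genes with the smallest p-values, without a fold change threshold, fell in 1 line only for 91.4% to 93.3%. Deviations that real samples share are not in these simulations. Across genes, which are not independent replicates, the log2 fold changes of the lines had a Pearson correlation of 0.422, against 0.428 to 0.487 in the simulations. The share moved most with *osmads58* dSpm 4b and 5b only, to 77.7%.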

GO analyses revealed that in the *osmads58* dSpm samples, the genes upregulated compared to the wild type were mainly enriched for some basic metabolic pathways, such as microtubule-based movement. The genes downregulated were barely enriched in only two GO pathways (Figure 6C,D): response to stimulus and regulation of biological quality. By contrast, in the *osmads58* CRISPR samples, the genes upregulated compared to the wild type were enriched for GO pathways involved in cellular behavior such as microtubule and cell division. The genes downregulated were preferentially enriched for stimulus responses, especially to oxygen-containing compounds (Figure 6E,F).

#### 2.3.3. Null Mutation of OsMADS58 Markedly Alters the Expression of Genes in Key Functional Pathways in Stamen Development

We further analyzed the genes cataloged in functional pathways necessary for stamen development (Figure 6E,F). 

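Pearson correlations of log2 CPM across the tested genes were 0.944 to 0.972 among the wild-type samples, 0.926 to 0.981 among the *osmads58* dSpm samples and 0.973 between the *osmads58* CRISPR samples. Between lines they were 0.917 to 0.942 for the wild type and *osmads58* dSpm, 0.895 to 0.937 for the wild type and *osmads58* CRISPR, and 0.886 to 0.928 for the mutant lines. The ranges within *osmads58* dSpm and between lines overlap. On the first principal component (30.6% of the variance), *osmads58* CRISPR 1 and 2 lay at 123 and 132, and wild type 1 and *osmads58* dSpm 1 at -114 and -126. The other 5 samples lay between -21.3 and 18.7. On the second (22.2%), the wild-type samples lay at 70.9 to 80.8 and *osmads58* CRISPR 1 and 2 at 28.9 and 25.5. There *osmads58* dSpm 1 and 2 lay at -51.3 and -16.8, and 4b and 5b at -108 and -109. The lines did not overlap on this component. Supplementary Table S4 lists 212 oxidation reduction, 18 cell cycle and 27 meiosis genes. Of these, 83, 7 and 15 passed the threshold in *osmads58* CRISPR, 29, 0 and 0 in *osmads58* dSpm and 68, 2 and 9 between the mutant lines. Adjusted over the list alone, 169, 18 and 27 passed in *osmads58* CRISPR and 71, 2 and 0 in *osmads58* dSpm. The study drew the lists from genes called on these samples, so none of these counts is independent evidence. The authors call 140, 16 and 27 of the genes in *osmads58* CRISPR only and 46, 0 and 0 in *osmads58* dSpm only. This choice by itself favors calls in *osmads58* CRISPR. In the same order, the counts in *osmads58* CRISPR were 42, 1 and 2 without wild type 1. They were 30, 0 and 2 without wild type 2, 35, 0 and 2 without wild type 3, and 135, 18 and 24 without *osmads58* dSpm 1. Of the 18 cell cycle genes, 16 without wild type 2 and 16 without wild type 3 had an unadjusted p-value under 0.05 in *osmads58* CRISPR. The meiosis count in *osmads58* CRISPR was 8 without *osmads58* dSpm 5b. In *osmads58* dSpm, the oxidation reduction count ranged from 4 without wild type 3 to 45 without *osmads58* dSpm 2, when 1 sample was left out, and cell cycle reached 3 without *osmads58* dSpm 1. With *osmads58* dSpm 4b and 5b only, the counts in the same order were 84, 16 and 9 in *osmads58* dSpm and 157, 18 and 25 in *osmads58* CRISPR. With DESeq2 they were 72, 2 and 0 in *osmads58* dSpm, where 9 meiosis genes had an unadjusted p-value under 0.05, and 166, 18 and 27 in *osmads58* CRISPR. Between the mutant lines, the meiosis count was 2 without wild type 2 or wild type 3 and 3 without *osmads58* dSpm 5b, and 14 cell cycle and 22 meiosis genes passed in the 6 samples of Fig. 9A. Without adjustment, 9 cell cycle and 6 meiosis genes had a p-value under 0.05 in *osmads58* dSpm.

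**Figure D3:**
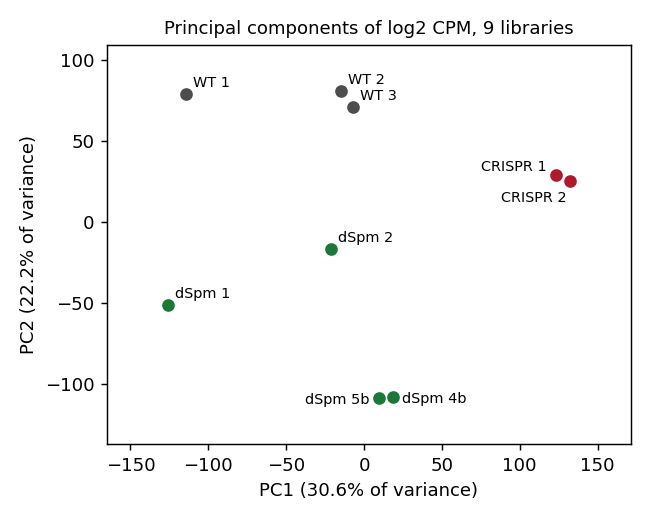
The 9 samples on the first (horizontal axis) and second (vertical axis) principal components of log2 CPM, for the wild type (WT, gray), *osmads58* dSpm (green) and *osmads58* CRISPR (red). The *osmads58* CRISPR samples lie together, and the *osmads58* dSpm samples are spread from -126 to 18.7 on the first component.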

Gene expression patterns were clearly distinguishable between the wild-type, *osmads58* dSpm, and *osmads58* CRISPR samples in the pathways of chloroplast development, oxidation reduction, cell cycle, meiosis, and tapetum differentiation (Supplementary Figures S3 and S4). The *osmads58* dSpm samples overall patterns in the pathways of oxidation reduction, cell cycle, and meiosis were more similar to the wild type than to the *osmads58* CRISPR samples (Figure 7A). This difference might help to explain why the pleiotropic phenotypes of *osmads58* CRISPR lines are more severe than those of the *osmads58* dSpm lines.

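The mean log2 CPM of *osmads58* dSpm was nearer to the wild type than to *osmads58* CRISPR for 139 of 212 oxidation reduction genes (65.6%, Wilson 95% confidence interval 58.9% to 71.6%). The same held for 13 of 18 cell cycle genes (72.2%, Wilson 95% confidence interval 49.1% to 87.5%) and for 24 of 27 meiosis genes (88.9%, Wilson 95% confidence interval 71.9% to 96.1%). Genes are not independent replicates, so the intervals describe the lists only. Among the 3996 tested genes that the authors call in either line the share was 64.8%, and among all tested genes it was 60.6%. The authors call 27 of the meiosis genes and 16 of the cell cycle genes in *osmads58* CRISPR only. Among all genes that they call in *osmads58* CRISPR only, 83.0% were nearer to the wild type. Of the oxidation reduction genes they call 140 in *osmads58* CRISPR only, 46 in *osmads58* dSpm only and 26 in both, and 15 of the 46 were nearer to the wild type. The shares depended on the *osmads58* dSpm samples used. With samples 1 and 2 only they were 74.1% for oxidation reduction, 94.4% for cell cycle and 96.3% for meiosis, and with samples 4b and 5b only 49.3%, 11.1% and 51.9%. Leaving out *osmads58* dSpm 1 alone brought the cell cycle genes to 22.2%.

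**Figure D4:**
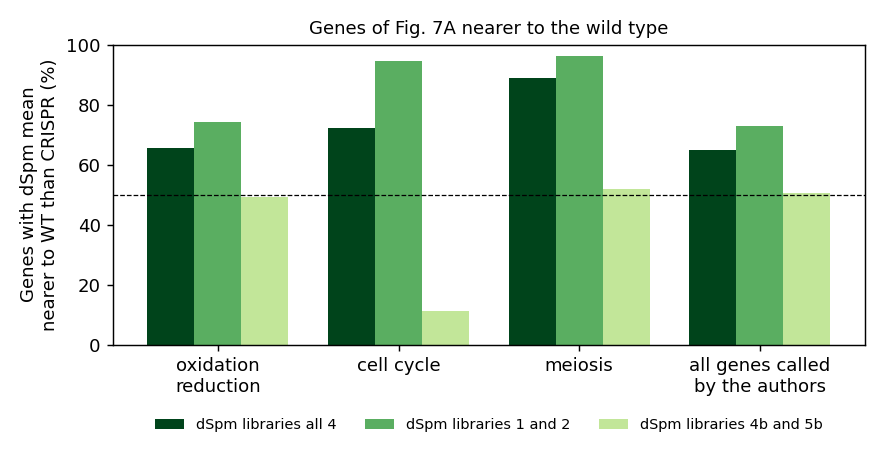
Percent of genes whose *osmads58* dSpm mean is nearer to the wild type (WT) than to *osmads58* CRISPR (vertical axis) in the lists of Fig. 7A and among all genes that the authors call (horizontal axis), with all 4 *osmads58* dSpm samples, with 1 and 2, and with 4b and 5b. The dashed line marks 50%, and the cell cycle genes lie at 72.2%, 94.4% and 11.1% in that order.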

To validate the altered expression revealed by RNA-seq, the expression levels of representative genes were examined by RT-qPCR. 

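The 11 genes with RT-qPCR bars in Fig. 7B were read from the RNA-seq counts. In *osmads58* CRISPR all 11 changed in the direction of their bars, 5 upward and 6 downward. Of the 11, 7 passed the threshold in *osmads58* CRISPR and 1, LOC_Os10g38110, in *osmads58* dSpm. The number in *osmads58* CRISPR was 4 without wild type 2 and 5 without wild type 1 or wild type 3, where LOC_Os01g17402, LOC_Os08g37390 and LOC_Os09g12290 were not called. The call of LOC_Os10g38110 in *osmads58* dSpm was lost without any 1 of the samples except *osmads58* dSpm 1 and *osmads58* dSpm 2, which left 0 of the genes called in *osmads58* dSpm, for example without wild type 1, where 3 had an unadjusted p-value under 0.05. Adjusted over the list alone, 10 passed in *osmads58* CRISPR. The study chose the genes from these samples, so neither this number nor the 7 is independent evidence. Between the mutant lines 2 passed. The largest change was that of LOC_Os02g47470, from 77.9 ± 5.29 CPM (SD, n = 3) in the wild type to 7.59 ± 0.192 CPM (SD, n = 2) in *osmads58* CRISPR, a log2 fold change of -3.36 (standard error 0.26, adjusted p = 0.000590 from edgeR's quasi-likelihood test). In *osmads58* dSpm it was at 90.6 ± 20.7 CPM (SD, n = 4), within the spread of the samples (adjusted p = 0.619). LOC_Os05g41390 rose from 4.67 ± 2.67 CPM (SD, n = 3) to 43.1 ± 4.40 CPM (SD, n = 2) in *osmads58* CRISPR, with a log2 fold change of 3.21 (standard error 1.02, adjusted p = 0.0881), below the threshold. In *osmads58* dSpm this gene was at 0.995 and 4.46 CPM in samples 1 and 2 and at 21.7 and 18.3 CPM in samples 4b and 5b. The other genes below the threshold in *osmads58* CRISPR were LOC_Os08g43190 (log2 fold change -1.34, adjusted p = 0.0580), LOC_Os01g25484 (-0.99, adjusted p = 0.0154) and LOC_Os06g01210 (1.58, adjusted p = 0.0654). LOC_Os08g34210 passed it, and its level in *osmads58* dSpm 1, 103 CPM, lay apart from the other samples of that line.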

The changes in gene expression level observed in the RNA-seq analysis were consistent with those observed in the RT-qPCR analysis (Figure 7B).

### 2.4. Correlations between Altered Developmental Events and Gene Expression Networks

The above results demonstrated that the null mutation of OsMADS58 caused aberrant MMCs and tapetum cells. However, we did not identify genes with known functions in MMC and tapetum differentiation among the direct binding targets of OsMADS58 [12]. In addition, many genes showed changes in expression levels, both higher and lower, in the null mutants. We therefore sought to elucidate what role OsMADS58 could play in MMC and tapetum differentiation and via what mechanism.

Screening suppression mutants to recover genes activated downstream of target genes can reveal linear regulatory pathways that explain the mechanism of the original mutant gene. While such an approach works in many cases, the advent ChIP-chip and ChIP-seq technology revealed that individual transcription factors often bind to and regulate hundreds, or even thousands, of genes. Therefore, it can be difficult to assess the full role of a transcription factor through analysis of gene–gene interactions one by one. Here, we used gene expression data at the genomic level and network analysis to explore how the loss of OsMADS58 causes the aberrant MMCs and tapetum cells.

#### 2.4.1. Construction of a Transcriptional Regulatory Network (TRN) Centered on OsMADS58

To construct the gene regulatory network driven by OsMADS58, we focused on the differentially expressed genes between the wild type and OsMADS58 expression perturbation (*osmads58* dSpm and *osmads58* CRISPR, respectively). The regulation edges where both transcription factors and corresponding target genes are differentially expressed were extracted from the regulation data in PlantRegMap [27]. Meanwhile, the regulation edges between OsMADS58 and its direct target genes identified by ChIP-seq [12] were obtained. These two types of regulation edges were merged into putative regulatory interactions. Considering that the downstream genes of OsMADS58 are supposed to be regulated due to a change in OsMADS58 expression, we only retained the regulatory interactions where the TF and corresponding target genes showed a strong (positive or negative) expression correlation across all samples (Figure 8A,B). The result showed distinct patterns in gene regulation generated in these two mutant lines (*osmads58* dSpm and *osmads58* CRISPR). For example, for the direct target genes of OsMADS58, there were more upregulated genes than downregulated ones in the *osmads58* dSpm line, i.e., 110 genes were upregulated in the *osmads58* dSpm line over wild-type levels, while only 24 genes were downregulated. This pattern is consistent to the severity of phenotypes of the two mutant lines described above.

#### 2.4.2. Alteration of TRNs during Stamen Development

Since we determined that OsMADS58 can bind genes, including those encoding photosystem components, and affect chloroplast development [12], and that the *osmads58* CRISPR mutant resulted in aberrant MMC (cell cycle), meiosis, and tapetum differentiation, we particularly focused on TRNs correlated to these five biological events, i.e., chloroplast development, redox status, cell cycle, meiosis, and tapetum differentiation.

Following a similar pipeline for TRN construction as above, we used RNA-seq data (including all differentially expressed genes, not just the direct binding targets of OsMADS58) to construct sub-TRNs of the genes involved in the above-mentioned five developmental events (Figure 8C–L). In comparing the sub-TRNs of the *osmads58* dSpm and *osmads58* CRISPR lines, we observed that in agreement with the greater number of genes with altered expression in the *osmads58* CRISPR lines than in the *osmads58* dSpm lines, more regulated connections (links in the diagram) were predicted in the *osmads58* CRISPR lines. This pattern was also consistent with the TRN constructed with the differentially expressed direct-binding targets of OsMADS58 (Figure 8A,B).

Among the numerous differences in network structure (i.e., the number of genes in networks) between *osmads58* dSpm and *osmads58* CRISPR, one phenomenon was striking: Unlike the other four sub-TRNs, in which OsMADS58 (LOC_Os5g11414) was the central hub, the sub-TRN for chloroplast development had LOC_Os3g64260 (an AP2 domain gene) as the central hub (Figure 8D) in the *osmads58* CRISPR lines. By contrast, there was no differential expression of LOC_Os3g64260 in the *osmads58* dSpm lines compared to the wild type (Figure 8C). These observations reveal that the TRN analysis provided a link between one gene loss and its pleotropic morphological consequence.

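This gene, LOC_Os03g64260 in the files, was at 6.12 ± 1.73 CPM (SD, n = 3) in the wild type and 7.02 ± 2.42 CPM (SD, n = 4) in *osmads58* dSpm. The difference was within the spread of the samples (log2 fold change 0.20, standard error 0.37, adjusted p = 0.847 from edgeR's quasi-likelihood test). Its sign was reversed in 3 of 24 alternatives, such as without *osmads58* dSpm 2. In *osmads58* CRISPR it was at 1.77 ± 0.871 CPM (SD, n = 2), with 86 and 213 counts against 350 to 576 in the wild type. The log2 fold change in *osmads58* CRISPR was -1.78 (standard error 0.47) with an adjusted p of 0.0508, and it passed the threshold in 11 of 22 alternatives with a test (adjusted p from 0.00201 to 0.116). Between the lines the log2 fold change of *osmads58* CRISPR over *osmads58* dSpm was -1.98 (standard error 0.46, adjusted p = 0.0347), a call lost in 8 of 22 alternatives with a test (adjusted p from 0.000252 to 0.123), such as without wild type 2 (adjusted p = 0.0614), without wild type 3 (adjusted p = 0.0523) and without *osmads58* dSpm 5b (adjusted p = 0.0679). The paper first took regulations between differentially expressed genes from PlantRegMap and from the ChIP-seq targets of OsMADS58. Of these it kept the ones with an absolute Spearman correlation of at least 0.25 over the samples. Of 19995 random pairs of genes called in either line, 83.5% passed this threshold, as did 51.7% after permuting the samples. The random pairs were not limited to such regulations. Their genes were chosen by calls between these same groups, which by itself makes them vary together.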

#### 2.4.3. Alteration of the Regulatory Circuits Underlying the Meiosis Aberrant

Meiosis is a developmental event that has been well investigated, with relatively rich information. Univalent phenomenon observed in the *osmads58* CRISPR line has been reported in the rice mutants in the meiotic genes *OsSDS, CRC1, PAIR2, OsSPO11-1, OsMTOPVIB*, and *P31^comet^* [28,29,30,31,32,33]. As there were no off-target mutations in those genes (Supplemental Table S1) and none of these known meiotic genes is a direct target of OsMADS58, we aimed to learn what might cause the univalent phenomenon in the osmads58 CRISPR line. 

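Fig. 9A and Supplementary Table S10 show 30 meiotic genes in 6 of the 9 samples, namely wild type 2 and 3, *osmads58* dSpm 1 and 2, and *osmads58* CRISPR 1 and 2. In a fit of these 6 samples, 2 of the 30 genes passed the threshold in *osmads58* CRISPR against the wild type, 1 upward and 1 downward. RPA2A (LOC_Os02g58220) had a log2 fold change of 3.27 (adjusted p = 0.0114 from edgeR's quasi-likelihood test). DMC1A (LOC_Os12g04980) had -1.58 (adjusted p = 0.0420). Adjusted over the list alone, 5 passed, and 12 had an unadjusted p-value under 0.05. In the fit of all 9 samples, 2 other genes passed, 1 when adjusted over the list alone, and 11 had an unadjusted p-value under 0.05. Among the alternatives this count moved most with *osmads58* dSpm 4b and 5b only, to 8, and leaving out any 1 wild-type sample brought it to 0 (7, 7 and 8 with an unadjusted p-value under 0.05 without wild type 1, 2 and 3). RAD51D (LOC_Os09g01680) had a log2 fold change of -1.15 over all 9 samples (standard error 0.24, adjusted p = 0.0260 from edgeR's quasi-likelihood test), a call lost in 4 of 22 alternatives with a test. ZYP1 (LOC_Os04g37960) had 1.52 (standard error 0.40, adjusted p = 0.0493), a call lost in 11 of 22. The log2 fold changes of the 30 genes in *osmads58* CRISPR were positive for 16 and negative for 14. Of the genes known for univalents, SDS (LOC_Os03g12414), CRC1 (LOC_Os04g40290), PAIR2 (LOC_Os09g32930) and SPO11-1 (LOC_Os03g54084) had log2 fold changes of -0.29, -0.22, 0.36 and -0.17 in *osmads58* CRISPR, with adjusted p-values of 0.514, 0.719, 0.341 and 0.684 from the same test. OsMTOPVIB and P31comet, which the paper also names for univalents, had no identifier in the lists used and were not read. For SDS, *osmads58* dSpm 5b lay apart from the other samples of that line, at 6.79 CPM. Wild type 1 and *osmads58* dSpm 4b and 5b are not in Fig. 9A, and the paper's text gives no reason. RAD51D was at 45.1, 26.2 and 27.9 CPM in these 3 samples, and ZYP1 at 1.83, 3.09 and 3.44 CPM.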

Based on the RNA-seq data, all of these known rice meiotic genes were expressed in the CRISPR line, but with altered levels (Figure 9A). RT-qPCR analysis verified that the expression of these genes was indeed significantly changed in the CRISPR line compared to the wild type (Figure 9B). Notably, *PAIR1* (LOC_Os03g01590), which is involved in meiosis, exhibited significant changes in expression level in the *osmads58* CRISPR line and was placed in the sub-TRN (red or blue dots and linked with lines, Figure 8J, indicated by the red circle) for meiosis from that line. By contrast, no significant changes in meiotic gene expression were observed in the *osmads58* dSpm line, and none of those genes were placed in the sub-TRN (gray dots and no lines linking them, Figure 8I). These results were consistent with the fact that the univalent formation was observed only in the *osmads58* CRISPR line. This finding suggests that while the univalent formation can be caused by loss of function of particular genes, it can also be caused by alteration of regulatory circuits consisting of a group of genes.

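In the samples of Fig. 9A, PAIR1 had 14 and 55 counts in wild type 2 and 3, 17 and 16 in *osmads58* dSpm 1 and 2, and 328 and 243 in *osmads58* CRISPR 1 and 2. Over these samples its log2 fold change in *osmads58* CRISPR against the wild type was 3.00 (standard error 0.73, adjusted p = 0.0595 from edgeR's quasi-likelihood test). Over all 9 samples PAIR1 was at 0.351 ± 0.303 CPM (SD, n = 3) in the wild type and 3.57 ± 1.20 CPM (SD, n = 2) in *osmads58* CRISPR, a log2 fold change of 3.34 (standard error 1.11, adjusted p = 0.0993). Both *osmads58* CRISPR samples lay above all 3 wild-type samples. It passed the threshold in 5 of 22 alternatives with a test, DESeq2 among them with an adjusted p of 0.0157, and the adjusted p ranged from 0.0101 to 0.226. Of the samples not in Fig. 9A, wild type 1 was at 0.165 CPM, *osmads58* dSpm 4b at 2.87 CPM and *osmads58* dSpm 5b at 1.85 CPM. In the samples of Fig. 9A, *osmads58* CRISPR was higher than *osmads58* dSpm by a log2 fold change of 3.91 (standard error 0.77, adjusted p = 0.0234), past the threshold. With all 9 samples this was 1.46 (standard error 0.99, adjusted p = 0.409).

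**Figure D5:**
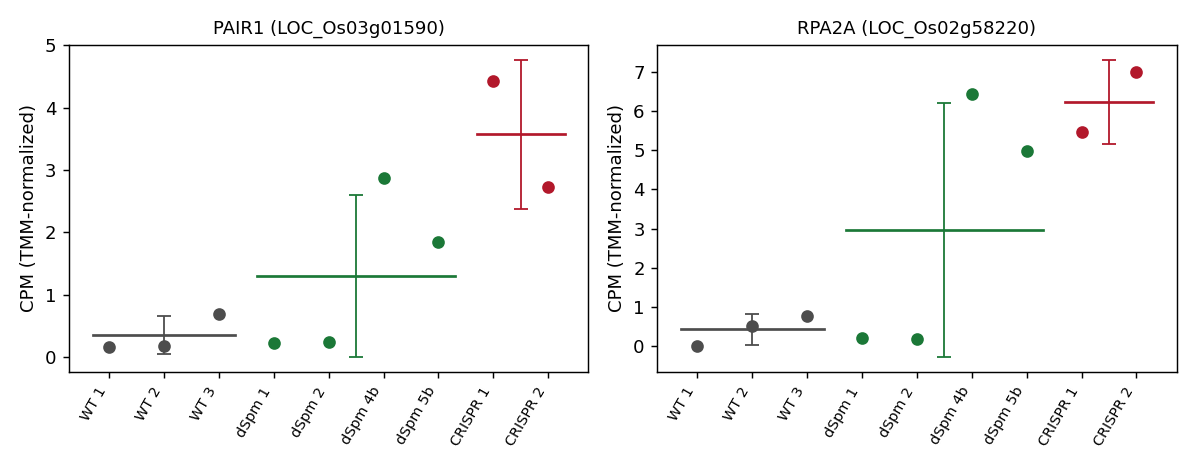
CPM (vertical axes) of PAIR1 (left) and of the meiotic gene RPA2A (right) in each sample (horizontal axes) of the wild type (WT, gray), *osmads58* dSpm (green) and *osmads58* CRISPR (red), with the mean as a horizontal bar and the SD as an error bar. *osmads58* dSpm 1 and 2 lie at 0.228 and 0.245 CPM for PAIR1 and at 0.215 and 0.199 CPM for RPA2A, below 4b and 5b.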

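In the samples of Fig. 9A, 0 of the 30 meiotic genes passed the threshold in *osmads58* dSpm against the wild type, and 5 had an unadjusted p-value under 0.05. Adjusted over the list alone, 2 passed. Over all 9 samples 0 passed, both over all genes and adjusted over the list alone, and 4 had an unadjusted p-value under 0.05. Between the mutant lines, 8 of the genes passed in the 6 samples and 1 in all 9. The *osmads58* dSpm samples were not alike for some of the genes. RPA2A (LOC_Os02g58220) had 16 and 13 counts in *osmads58* dSpm 1 and 2 and 507 and 396 in 4b and 5b, against 0 to 60 in the wild type. Its log2 fold change in *osmads58* dSpm was -1.63 over the 6 samples (standard error 0.40, adjusted p = 0.139 from edgeR's quasi-likelihood test) and 2.78 over all 9 (standard error 1.43, adjusted p = 0.369). MEL1 (LOC_Os03g58600) was at 48.2 and 54.0 CPM in *osmads58* dSpm 1 and 2 and at 272 and 295 CPM in 4b and 5b, and the wild type was at 126 ± 4.90 CPM (SD, n = 3). With *osmads58* dSpm 4b and 5b as the only samples of the line, 6 of the 30 genes passed, 5 upward and 1 downward. PAIR1 was one of them, with a log2 fold change of 2.70 and an adjusted p of 0.0331, the lowest in a range up to 0.927 over the alternatives. This fit also raised the calls in *osmads58* CRISPR over all genes from 1512 to 3469, with the same *osmads58* CRISPR and wild-type samples. The 6 calls may thus depend in part on the spread in this fit. With *osmads58* dSpm 1 and 2 only, 0 passed and 7 had an unadjusted p-value under 0.05.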

### 2.5. Network Topologies Explain the Phenotype Differences between dSpm and CRISPR Lines

Different methods of mutagenesis—and even the same method on the same gene—often generate phenotypes of differing severity, not to mention the confounding effects of pleiotropy. Such problems are difficult to solve with traditional genetic tools. However, genomic tools provide an opportunity to explore the underpinnings and mechanisms of such phenotypic variation.

Here, we took advantage of detailed characterizations of the two different lines of *OsMADS58* mutants, dSpm and CRISPR, both at the molecular and phenotypic levels. We noted that in addition to obvious differences between the two mutant lines in the TRNs of direct targets of OsMADS58 (Figure 8A,B), and the sub-TRNs for particular developmental events (Figure 8C–L), overall differences in the regulatory circuits associated with all five events were even more striking (Figure 10). The differences in the TRNs between the two lines are consistent with the severity of their mutant phenotypes, highlighting the effects of gene expression regulation circuits on the phenotype in rice.

## 3. Discussion

In this work, we successfully generated a null mutant for OsMADS58, which allowed us to determine that loss of this gene resulted in male sterility, an ultimate consequence of a series of aberrant events, including meiosis and tapetum differentiation.

To explore how the loss of function in the C-class MADS box protein OsMADS58 causes the complicated morphogenetic events, instead of looking for up- and down-stream interacting genes through screening more mutants, we analyzed the TRNs based on RNA-seq data. This approach revealed correlation between the regulatory circuits and some critical biological processes including meiosis. These results provided a relatively simple but reasonable explanation to the pleiotropic phenotype regarding early stamen development caused by the loss of function of OsMADS58. Based on these observations, we concluded that OsMADS58 may play a role in stabilizing the gene regulatory circuits in rice stamen development.

The relationship between a gene and its morphogenetic effects might be complicated. Therefore, traditionally, scientists often used morphogenetic effects as a trait to represent the gene function, which led to many great findings in the pre-genomic era. However, recent findings reveal that genes used considered as key regulator of a particular trait may not origin for the trait, but were coopted into the role during trait emergence and responsible to maintain the trait. One of the recent example is that *LEC1 (LEAFY COTYLEDON1)* gene was considered as a key regulator for seed development but then found its origin and function in pteridophytes [34,35]. A similar situation was reported in animals, such as genes known to be used for nerve cells found in sponge [36]. From this perspective, it is easy to understand why loss of function of OsMADS58 did not exhibit phenotype of abnormal floral organ identity even though according to sequence similarity, it belongs to the C-class genes in ABC model [7].

Along with the progress of new technologies and accumulation of gene sequencing and expression information, it become a new challenge on deciphering the relationship between the genes, which we can manipulate and the phenotypes, which are directly interested to researchers. Based on our findings of the TNR analysis, we found that network mediation between the gene and phenotype might be a plausible to interpret how a single gene knockout causes a pleiotropic phenotype with no direct regulation between the gene knocked out and genes with known functions in the phenotypes. Furthermore, such an approach identified more candidate genes could be examined for their potential roles in biological processes such as germ cell differentiation, meiosis, and tapetum degeneration, such as *OsAP2-like* (LOC_Os3g64260. Figure 8C,D), which is previous unknown of being involved in rice stamen development. These genes may not be identified of the relationship to the biological processes if only using conventional genetic approaches.

At this moment, the “network mediation” interpretation provides new perspectives to view biological complexity. In the short run, such an interpretation might be applied to analyzing other complicated biological processes, for instance, genes affecting developmental traits through redox status, for which there is increasing evidence [37,38,39]. However, as redox status is a result of complicated metabolic circuits, it is difficult to decipher the mechanism through conventional genetic approaches. The perspective of “network mediation” might provide an alternative approach. In the long run, the “network mediation” interpretation might explain functional differences among homologous genes in different species. A gene that is recruited to different circuits during evolution would cause a different downstream effect regardless of sequence similarity. Powered by the rapid development of sequence technology, as well as the tools of network analysis, “network mediation” might be a new horizon to explore.

## 4. Materials and Methods

### 4.1. Plant Materials and Growth Conditions

We used rice (*Oryza sativa*) plants including japonica rice cultivar Nipponbare and *osmads58* dSpm (with a dSpm insertion 117 bp after the 5′-splice site of the second intron), which were obtained as a gift from Dabing Zhang and Martin Kater, confirmed according to [8].

The *osmads58* CRISPR lines were generated using the CRISPR/Cas9 system. A 23-bp target sequence with the protospacer adjacent motif (PAM) was chosen and ligated into the vector pH-Ubi-cas9-7, and sequenced plasmids were transformed into rice through Agrobacterium-mediated transformation. The genomic region surrounding the CRISPR target site for *OsMADS58* was amplified by PCR and then sequenced to screen for mutations. The primers that were used are listed in Supplementary Table S3. About 30% of *osmads58* CRISPR homozygotes were completely sterile. The CRISPR materials used in this article are completely sterile plants.

The plants were grown in a paddy field during the normal growing season in Beijing, China, and in Hainan province in China during the winter. A growth chamber (30 °C 6 ± 2 °C, 11 h light/13 h dark) was also used for rice culture.

### 4.2. In Vitro Translation of OsMADS58 and Mass Spectrometry Analysis

Total RNA was isolated with a Plant RNA Kit (OMEGA, Norcross, GA, USA, #R6827) from the wild type, *osmads58* dSpm, and *osmads58* CRISPR lines. First-strand cDNA was synthesized with a qPCR RT Kit (TOYOBO, Osaka, Japan, #FSQ-101). The *OsMADS58* CDS sequences were amplified by PCR in the three samples. The *OsMADS58* RNA and protein in vitro synthesis assay was performed using the MEGAscript Kit (Life Technologies, Carlsbad, CA, USA, #AM1330) and Wheat Germ Extract Systems (Promega, Madison, WI, USA, #L4380), according to the manufacturer’s instructions.

After testing protein quality, the protein samples were digested with endoproteinase gluc. Peptides were separated by liquid chromatography and then analyzed on a Q Exactive HF-X mass spectrometer (Thermo Fisher, Waltham, MA, USA).

### 4.3. Genome Resequencing and SNP Calling of osmads58 CRISPR Lines

One rice wild-type (WT) and three *osmads58* CRISPR lines (L1, L2, and L3) were sequenced on the Illumina HiSeq2500 platform with the 2X150-bp paired-end module. About 50~80x of genome sequence was generated for each sample. Raw reads were screened by quality checking with FastQC https://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 1 October 2022. All reads passing the quality check were then aligned against the O. sativa reference genome, IRGSP1.0 [40], using bowtie2-2.2.6 [41]. The alignments were sorted according to genomic coordinates with SAMtools4 [42], and duplicated reads were filtered with the Picard http://broadinstitute.github.io/picard/ package, accessed on 1 October 2022. Multi-sample SNP calling was performed using the Genome Analysis Toolkit (GATK, version 3.7.0) [43] and SAMtools. Only the SNPs detected by both methods were analyzed further. To remove unreliable SNPs, hard filtering was performed on the SNP calls, as suggested by GATK’s Best Practices.

### 4.4. Characterization of Mutant Phenotypes 

Whole plants and panicles following seed maturation of the wild type and *osmads58* were photographed with a Nikon digital camera. Florets were photographed using a ZEISS Lumar V12 stereomicroscope (Carl Zeiss, Oberkochen, Germany). Mature pollen grains were stained with I_2_-KI solution for a few minutes and then visualized using an Imager D2 microscope and a ZEISS AxioCam ICc5 digital camera (Carl Zeiss, Oberkochen, Germany).

For semi-thin sectioning, panicles were fixed in FAA fixative (50% ethanol, 10% formaldehyde, 5% acetic acid) overnight at 4 °C, and then the materials were dehydrated under a gradient series of ethanol (50%, 70%, 80%, 95%, and 100%). The panicles were transferred to 1:1 ethanol:LR white resin (*v*/*v*) overnight and then transferred to 100% LR white resin for 24 h. The samples polymerized for 24 h at 65 °C. The embedded samples were sectioned (4 μm thick) before staining with toluidine blue O (Urchem, Shanghai, China) and imaged using an Imager.D2 microscope with a ZEISS AxioCam ICc5 digital camera (Carl Zeiss, Oberkochen, Germany).

### 4.5. TUNEL Assay

Panicles were fixed in FAA fixative (50% ethanol, 10% formaldehyde, 5% acetic acid) overnight at 4 °C. After dehydration under a gradient series of ethanol and xylene, panicles were embedded in paraplast plus (Leica, Wetzlar, Germany) and sectioned to a thickness of 7 µm using the RM2245 rotary microtome. The paraffin sections were dewaxed in xylene and rehydrated in an ethanol series. The TUNEL assay was performed using the DeadEnd Fluorometric TUNEL system (Promega, Madison, MI, USA, #G3250), according to the manufacturer’s instructions. Signals were observed and imaged using an Imager D2 microscope (Carl Zeiss, Oberkochen, Germany).

### 4.6. Chromosome Spreads Staining

Young panicles of the wild type and *osmads58* CRISPR were fixed in Carney’s solution (ethanol:glacial acetic acid, 3:1). Microsporocytes undergoing meiosis were squashed on a clean slide and stained with acetocarmine solution. After washing with 45% acetic acid, the slides were frozen in liquid nitrogen and the cover slips were removed. Microsporocytes were counterstained with DAPI in an antifade solution.

### 4.7. Real-Time PCR Expression Assay

Total RNA was isolated with a Plant RNA Kit (OMEGA, Norcross, GA, USA, #R6827). First-strand cDNA was synthesized with a qPCR RT Kit (TOYOBO, Osaka, Japan, #FSQ-101) according to the manufacturer’s instructions. Real-time PCR analysis was performed using the ABI7500 machine and SYBR Premix Ex Taq Mix (Takara, Dalian, China, #RR420A). LOC_Os06g48970 was used as an internal reference as described previously [8]. The real-time PCR results were analyzed using ABI7500 analysis software. Each experiment had three biological replicates. Specific primers for each target gene are listed in Supplementary Table S3.

### 4.8. RNA Extraction, cDNA Library Preparation, and Sequencing

Total RNA was extracted from panicles using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and purified using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany). RNA quality was checked with Qubit 3.0 and Agilent 2100 instruments. Sequencing libraries were prepared according to the manufacturer’s instructions (Illumina, San Diego, CA, USA). We used magnetic beads with Oligo (dT) to enrich the mRNA and then added fragmentation buffer to break the mRNA into short fragments. The fragments and random hexamer primers were used to synthesize first-strand cDNA, which was then transformed into double-stranded cDNA with RHase H and DNA polymerase I. The sequencing library was constructed via PCR amplification. AMPureXP beads were used to purify the PCR product to obtain a chain-specific cDNA library. The library was subjected to paired-end sequencing using the Illumina HiSeq platform.

### 4.9. Samples for RNA-Seq, Gene Expression Calculation and Differential Analysis

Samples for RNA-seq were collected from three wild type lines, four *osmads58* dSpm lines and two independent transgenic *osmads58* CRISPR lines, respectively. To ensure the samples collected from the *osmads58* CRISPR were homozygotic and male sterile, the young panicles were collected after the genotyping. Every plant collected 2 young panicles, and 8 panicles from 4 plants of each independent transgenic *osmads58* CRISPR lines were mixed as one sample for RNA seq. Therefore, for all three lines, i.e., wild type, *osmads58* dSpm, and *osmads58* CRISPR, each had 3, 4 and 2 biological replicates, respectively.

All nine samples generated 420 million reads in total. The reads from RNA-seq experiments were mapped into the rice genome (MSU v7.0) [40] using the guidance of gene annotation with Hisat (v2.1.0) [44] and the “--dta” option. The gene expression levels for each sample were calculated using Stringtie (v1.3.3b) [45] with the options of “-B -e”. The gene expression files for different samples were pasted into a gene expression matrix (gene * sample) for the subsequent analyses. Two sets of differentially expressed genes (WT vs. 58-dSpm and WT vs. 58-CRIS) were calculated using DESeq2 (v1.16.1) [46] with the cutoff of “adjusted *p*-value < 0.05 and abs (FoldChange) > 2”.

### 4.10. TRN Construction

The regulation data (from transcription factors to target genes) in rice were downloaded from PlantRegMap [27]. Then, the regulation data for which both transcription factors and corresponding target genes were differentially expressed were extracted to obtain a putative regulation set. The direct target genes of OsMADS58 were downloaded from a previous work [12], and the regulation relationship between OsMADS58 and differentially expressed direct target genes of OsMADS58 were added to the putative regulation set. For each regulation in the putative regulation set, the Spearman correlation between transcription factors and corresponding target was calculated, and only the regulation sets with correlation ≥ 0.25 or correlation ≤ −0.25 were retained.

## Figures and Tables

**Figure 1:**
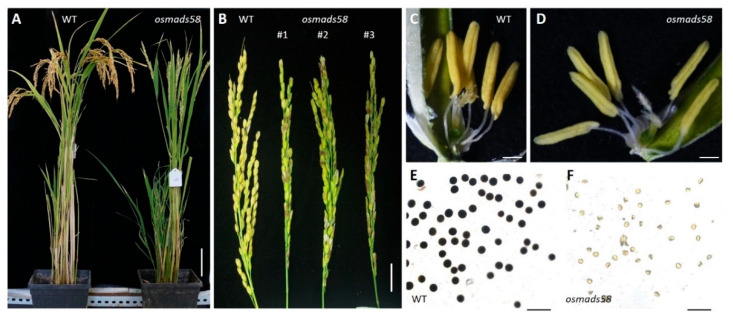
The *osmads58* CRISPR lines exhibit male sterility. (**A**) Comparison of wild-type (WT) and *osmads58* CRISPR plants after seed maturation. Bars, 10 cm. (**B**) Panicles in wild-type and *osmads58* CRISPR plants. Bars, 1 cm. (**C**,**D**) Stamens in wild-type (**C**) and *osmads58* CRISPR (**D**) plants; the wild type had normal yellow stamens, and the mutant appeared slightly yellow. Bars, 500 μm. (**E**,**F**) Wild-type (**E**) and *osmads58* CRISPR (**F**) pollen grains stained by I_2_-KI solution; *osmads58* CRISPR had severe defects in starch accumulation. Bars, 200 μm.

**Figure 2:**
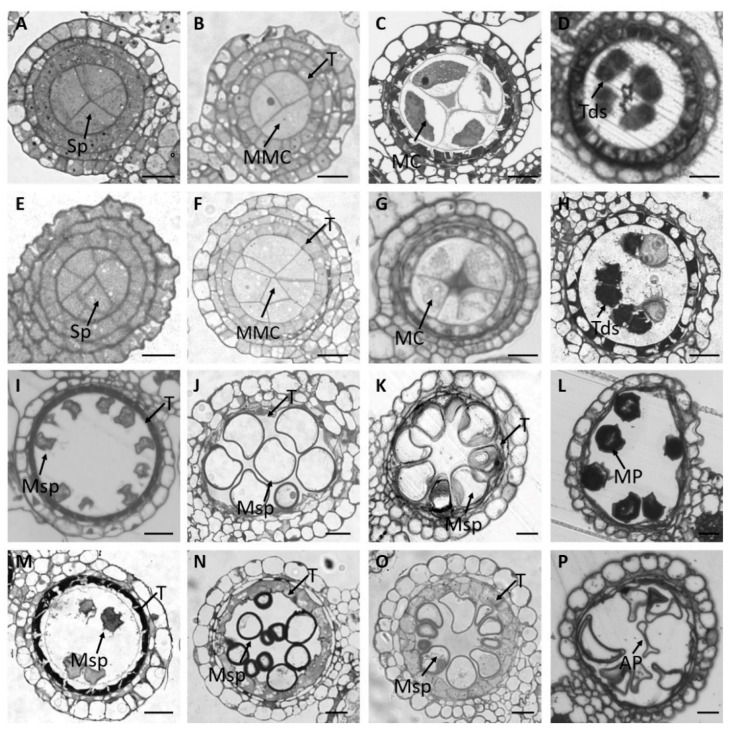
Abnormal development of microspore mother cells and the tapetum in *osmads58* CRISPR according to stamen semi-thin sections. (**A**–**P**) Semi-thin transverse sections of one lobe of anthers in the wild type (**A**–**D**,**I**–**L**) or *osmads58* CRISPR (**E**–**H**,**M**–**P**). (**A**,**E**) Anthers at stage 4. (**B**,**F**) Anthers at stage 5, there are more microspore mother cells in the mutant. (**C**,**G**) Anthers at stage 6. (**D**,**H**) Anthers at stage 8. (**I**,**M**) Anthers at stage 9. (**J**,**N**) Anthers at stage 10, the tapetum remains thick in the mutant line. (**K**,**O**) Anthers at stage 11. (**L**,**P**) Anthers at stage 12, abnormal pollen was observed in the mutant. Sp, sporogenous cells; MMC, microspore mother cell; MC, meiotic cell; Tds, tetrads; Msp, microspore; T, tapetum; MP, mature pollen; AP, abnormal pollen. Bars, 20 μm.

**Figure 3:**
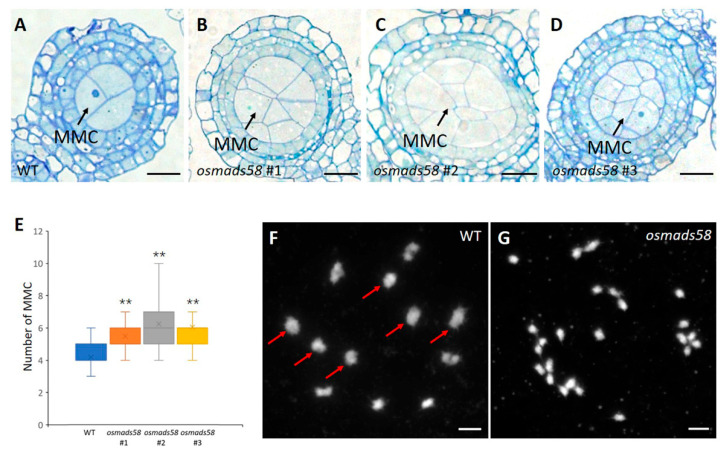
The number of microspore mother cells increases and the meiocytes exhibit severe defects in crossover formation in *osmads58* CRISPR lines. (**A**–**D**) Semi-thin transverse sections of one lobe of anthers in the wild type (**A**) and *osmads58* CRISPR (**B**–**D**) at stage 5. There were more microspore mother cells in all three lines of *osmads58* CRISPR compared to the wild type. Bars, 20 μm. MMC, microspore mother cell. (**E**) The number of microspore mother cells (MMC) in the wild type and three *osmads58* CRISPR lines. Error bars represent sd (*n* = 37). Student’s paired *t*-test: ** *p* < 0.01. (**F**,**G**) Comparison of chromosome behaviors in wild-type (**F**) and *osmads58* CRISPR (**G**) meiocytes at diakinesis, many univalents formed. The red arrows show normally paired chromosomes. Chromosomes were stained with 4′,6-diamidino-2-phenylindole (DAPI). Bars, 5 μm.

**Figure 4:**
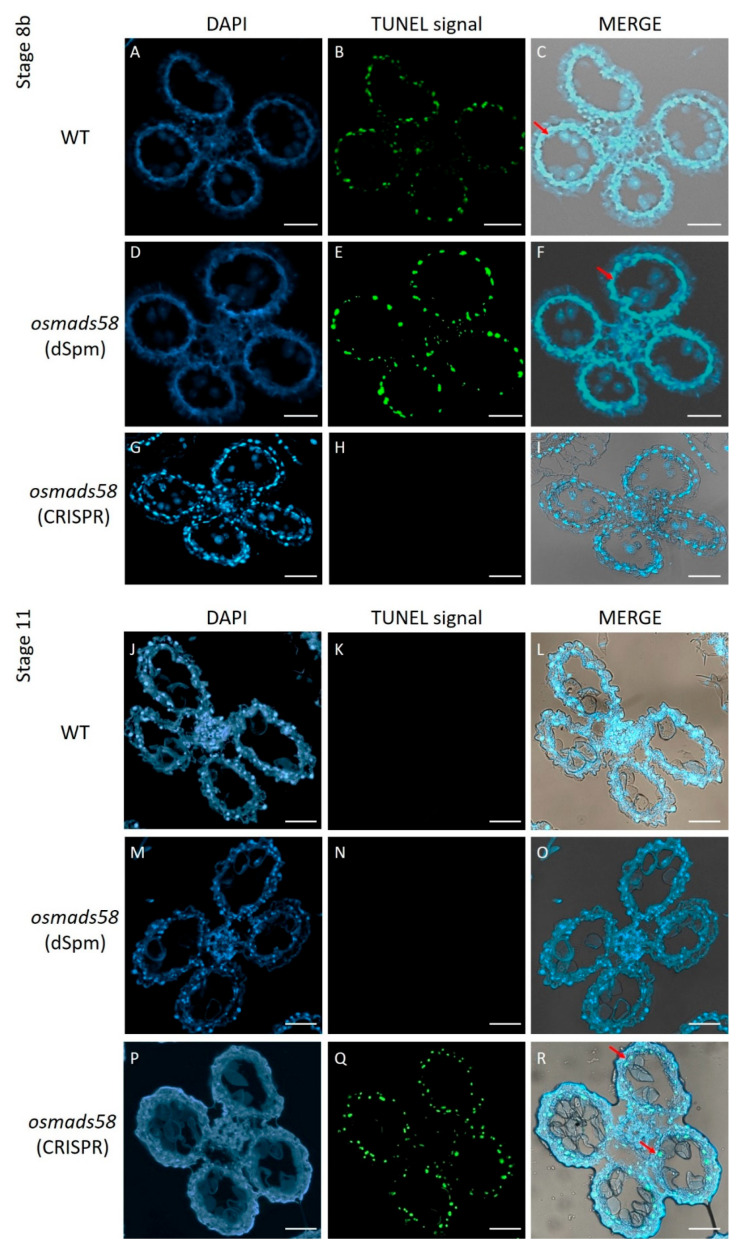
TUNEL assay of DNA fragmentation in tapetum tissue from wild-type, *osmads58* dSpm, and *osmads58* CRISPR lines. (**A**–**I**) Wild-type (**A**–**C**), *osmads58* dSpm (**D**–**F**), and *osmads58* CRISPR (**G**–**I**) anthers at stage 8. The tapetum of the wild type started to degrade, but *osmads58* CRISPR had no degradation signal at stage 8. (**J**–**R**) Wild-type (**J**–**L**), *osmads58* dSpm (**M**–**O**), and *osmads58* CRISPR (**P**–**R**) anthers at stage 11. The tapetum degradation of the wild type had completed, but the *osmads58* CRISPR still had degradation signals at stage 11. Blue signal indicates 4′,6-diamidino-2-phenylindole (DAPI) staining, while green fluorescence indicates a TUNEL positive signal. (**C**,**F**,**I**,**L**,**O**,**R**) Merged images of DAPI staining, TUNEL signal, and bright-field micrographs. The red arrows show the TUNEL positive signal in the tapetum. Bar, 50 µm.

**Figure 5:**
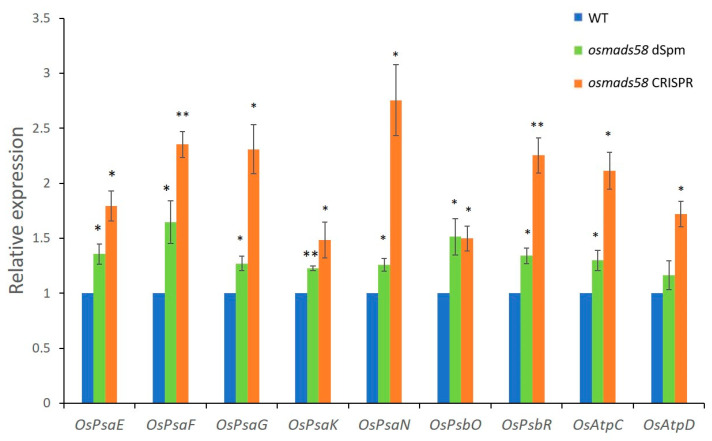
Expression levels verification of OsMADS58 target genes in *osmads58* dSpm and *osmads58* CRISPR lines. RT-qPCR analysis of expression levels of photosynthetic genes. These photosynthetic genes were upregulated in both *osmads58* dSpm and *osmads58* CRISPR lines, and the expression levels of these genes were much higher in *osmads58* CRISPR samples. Error bars indicate SD of three biological replicates. Student’s paired *t*-test: * *p* < 0.05, ** *p* < 0.01.

**Figure 6:**
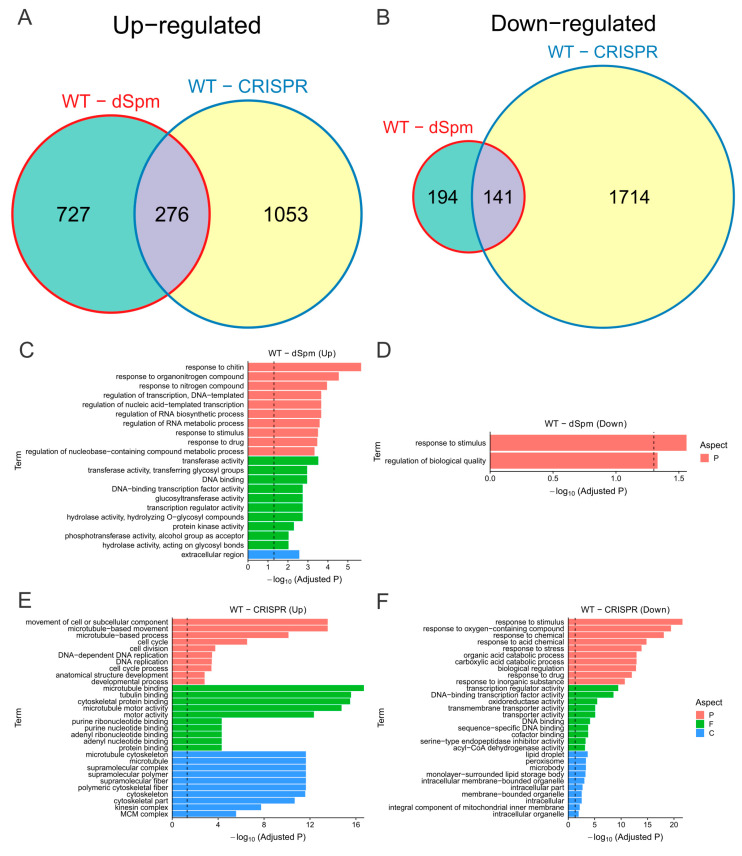
Comparison of gene expression changes during OsMADS58 expression perturbation. (**A**,**B**) Venn plots of differentially expressed genes (between wild type vs. *osmads58* dSpm and wild type vs. *osmads58* CRISPR). The upregulated (**A**) and downregulated (**B**) genes were used for comparison, respectively. The circle sizes denote the numbers of differentially expressed genes in the corresponding gene sets. (**C**–**F**) Enriched Gene Ontology (GO) terms for each set of differentially expressed genes. Colors denote the aspects of GO terms (P: biological process, F: molecular function, C: cellular component). Only the top 10 enriched terms are shown (Fisher’s exact test, *p* values adjusted by FDR).

**Figure 7:**
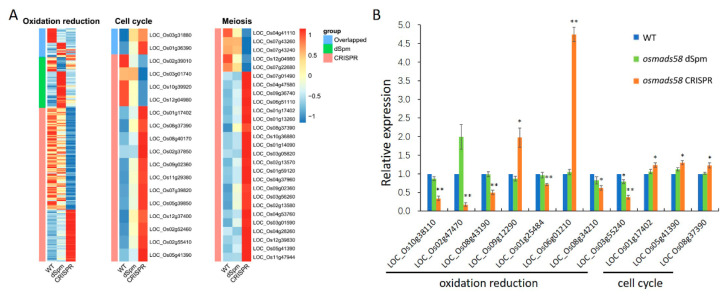
Expression patterns of genes in key pathways and selected genes expression levels verification by RT-qPCR. (**A**) Heatmaps of the expression levels of genes (rows) across conditions (columns). Only the differentially expressed genes are shown. Expression levels are averaged in each condition, followed by scaling in each row. The side color bars indicate whether the genes are differentially expressed in both two conditions or specifically differentially expressed in only one condition. (**B**) RT-qPCR analysis of expression levels of genes involved in oxidation reduction and cell cycle. Error bars indicate SD of three biological replicates. Student’s paired *t*-test: * *p* < 0.05, ** *p* < 0.01.

**Figure 8:**
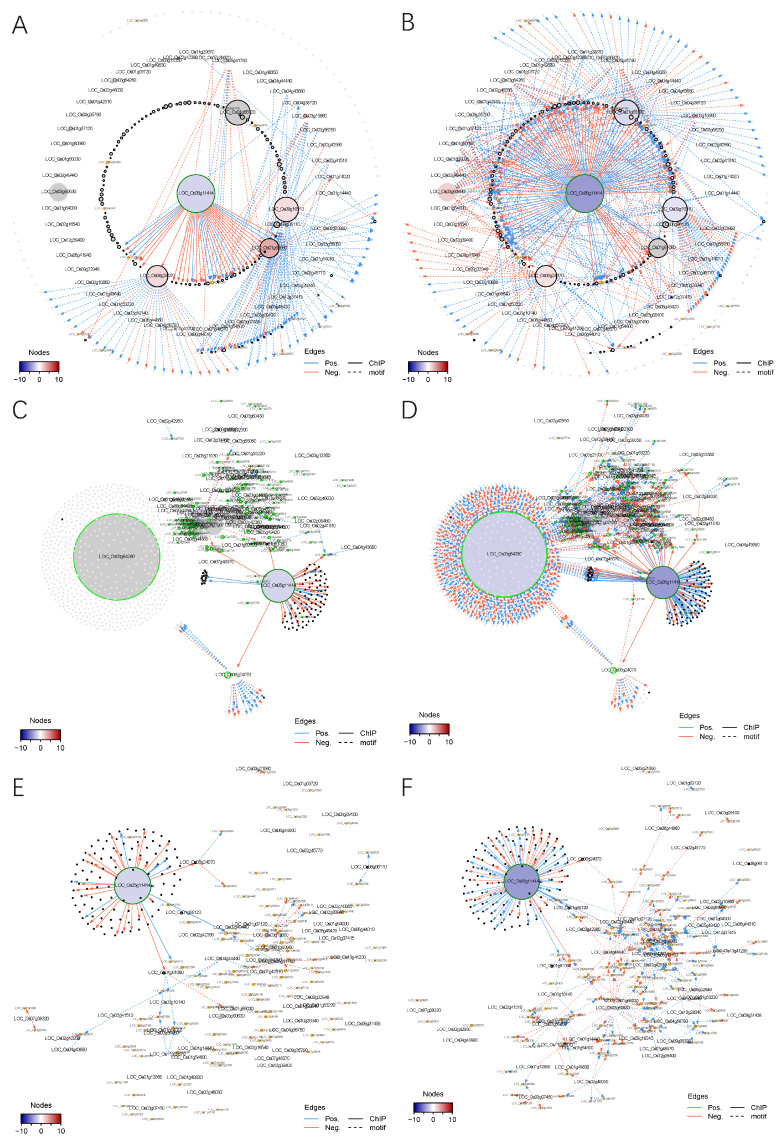

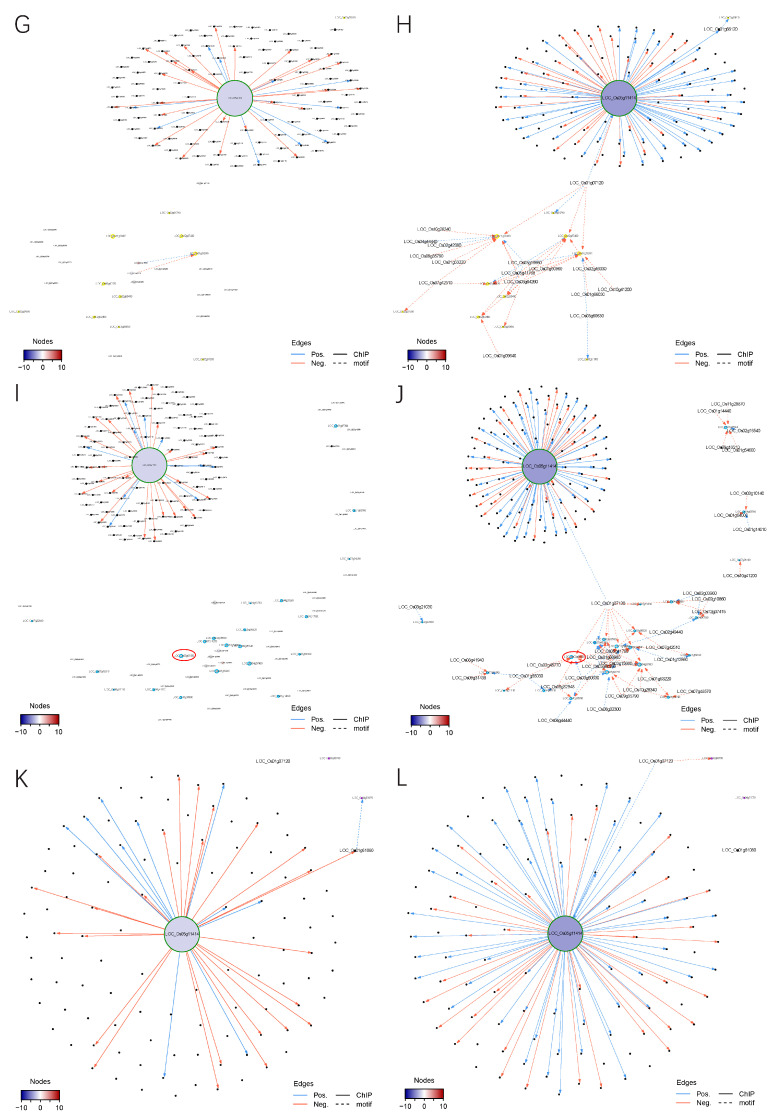
The sub-transcriptional regulatory network in different types of perturbation. (**A**,**B**) Transcriptional regulatory networks for the target genes of OsMADS58 in WT-dSpm (**A**) and WT-CRISPR (**B**) comparisons. Only the genes either differentially expressed in at least one comparison or directly targeted by OsMADS58 are shown. The node sizes indicate the number of neighborhoods for corresponding genes. *OsMADS58*, OsMADS58 target genes, and oxidation reduction-related genes are highlighted by green, black, and orange circles, respectively. Gene IDs of transcription factors and oxidation reduction-related genes are shown with big and small text size, respectively. Nodes are colored according to high (red) or low expression (blue) related to wild-type (WT) samples. Grey nodes indicate non-differentially expressed genes. Edges denote regulation supported by ChIP-seq data (solid) or predicted by motif scanning (dashed). Only the edges with an absolute of correlation greater than 0.25 are shown. Edges are colored according to positive (blue) or negative (red) correlation between gene pairs. (**C**–**L**) Transcriptional regulatory networks for each pathway in WT-dSpm (left) and WT-CRISPR (right) comparisons. (**C**,**D**) Chloroplast development genes; (**E**,**F**) oxidation reduction genes; (**G**,**H**) cell cycle genes; (**I**,**J**) meiosis genes; (**K**,**L**) tapetum differentiation genes. Only the upstream and downstream genes of the pathway-related genes differentially expressed in at least one comparison are shown. High quality original files (**A**–**L**) can be found in the Supplementary Materials.

**Figure 9:**
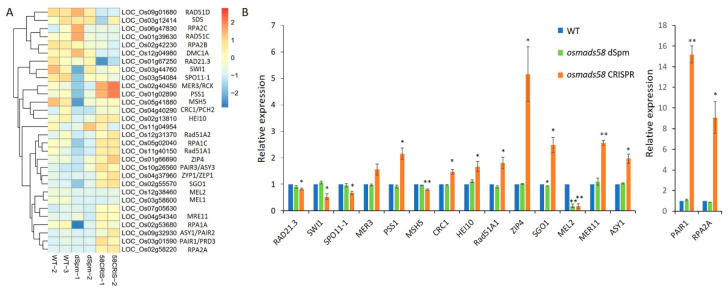
Expression profiles of meiotic genes in different samples and selected genes expression levels verification by RT-qPCR. (**A**) Known meiosis-related genes expression levels from the RNA-seq data. (**B**) RT-qPCR verification of the expression levels of selected meiotic genes. To better present the differences, the expression of two genes, *PAIR1* and *RPA2A*, was separately plotted. Error bars indicate SD of three biological replicates. Student’s paired *t*-test: * *p* < 0.05, ** *p* < 0.01.

**Figure 10:**
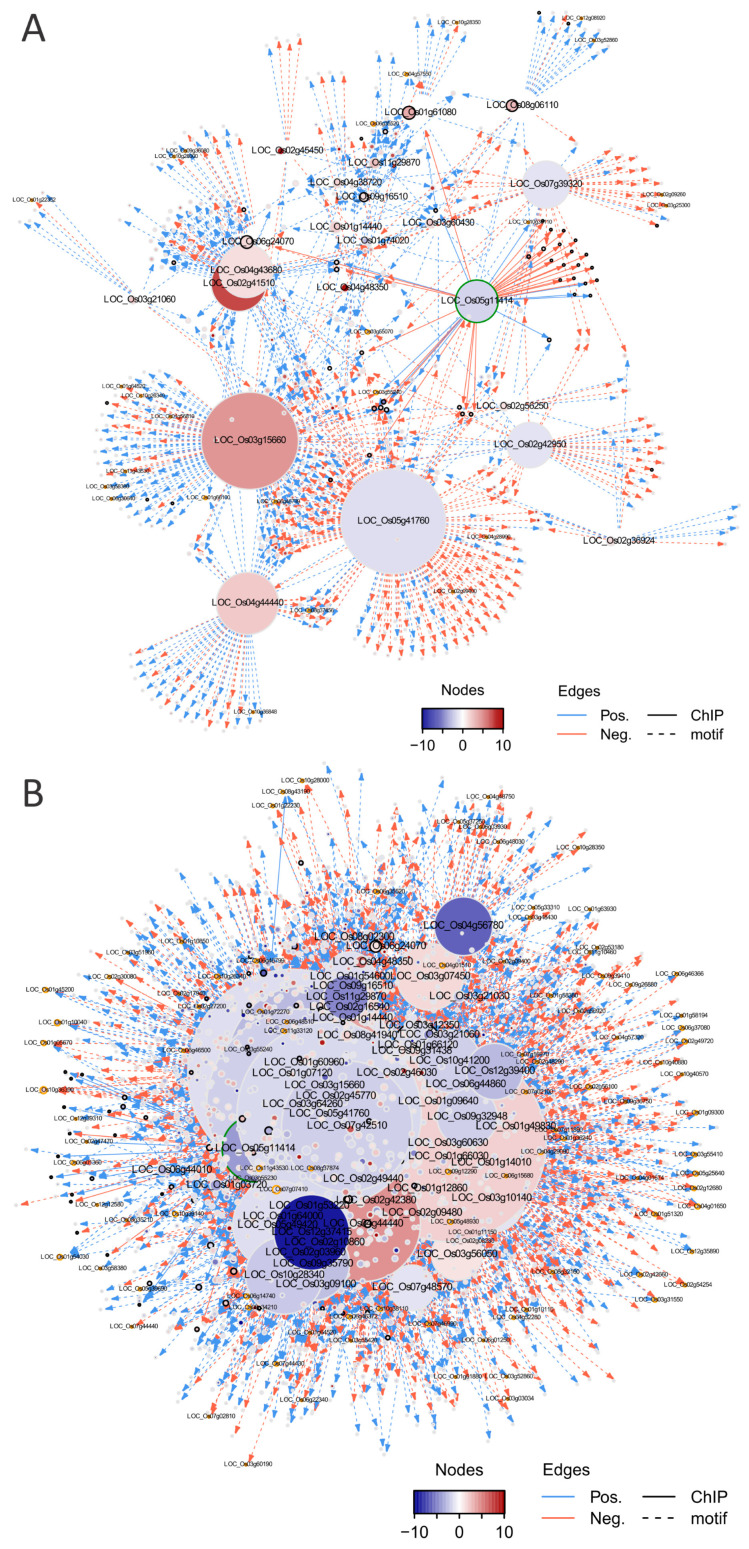
Transcriptional regulatory networks related to multiple pathways. Only the upstream and downstream genes of pathway-related genes differentially expressed in the WT-dSpm (**A**) and WT-CRISPR (**B**) comparison are shown. High quality original files of A and B can be found in the Supplementary Materials.

## Data Availability

All data supporting the findings of this study are available within the paper and within its Supplementary Materials published online. The RNA-seq raw data are available in the NCBI Gene expression Omnibus database (GEO) with accession number GSE181713.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants11212899/s1: Supplementary Figure S1: Null mutation of *OsMADS58* is created by CRISPR technology. Supplementary Figure S2: The *osmads58* dSpm line exhibits normal fertility. Supplementary Figure S3: Heat map of expression correlation of pairwise samples in RNA-seq data. Supplementary Figure S4: Expression profiles of genes with known functions in different samples. Supplementary Table S1: Genomic resequencing information for WT and three *osmads58* CRISPR lines (L1/L2/L3). Supplementary Table S2: In vitro translation of OsMADS58 protein and mass spectrometry analysis in WT and *osmads58* CRISPR lines. Supplementary Table S3: Primers for *osmads58* CRISPR line genotyping and RT-qPCR. Supplementary Table S4: Gene list for Figure 7A. Supplementary Table S5: Chloroplast and meiosis genes verified by RT-qPCR. Supplementary Table S6–S9: Differentially expressed genes in WT/*osmads58* CRISPR and WT/*osmads58* dSpm samples. Supplementary Table S10: Expression levels of Figure 9A genes in RNA-seq. Supplementary Table S11: Expression levels of different pathway genes in RNA-seq. Supplementary Dataset S1: The original files of Figure 8 and Figure 10.

How the deposited data were processed for this re-analysis (not part of the article)

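RNA of young panicles of about 1 cm was sequenced for 3 wild-type, 4 *osmads58* dSpm and 2 *osmads58* CRISPR samples, 1 library each. The estimated counts per gene are the authors' values as deposited. According to the paper's methods, the authors mapped the reads to the rice genome MSU 7.0 with Hisat 2.1.0 and computed gene levels with Stringtie 1.3.3b, and tested them with DESeq2 1.16.1. How coverage was turned into counts is not stated. The values were already whole numbers, so rounding changed none. All columns of the table were used, and each sample was matched to its column by its label.

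Counts per sample summed to between 65192657 and 83042245 (median 77715447). Among counts from 1 to 40, between 37.2% and 40.7% per sample were multiples of 4, against 25% for evenly spread values. If 1 read pair weighs about 4 counts, limits from counting error are too narrow. A count of 0 was taken to allow up to 3 counts. Of 56143 genes, 33682 had a count in any sample and 27251 passed edgeR's filterByExpr by group.

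The counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, glmQLFit and glmQLFTest, one fit of all 9 samples in 3 groups). *osmads58* dSpm and *osmads58* CRISPR were each compared with the wild type, and *osmads58* CRISPR with *osmads58* dSpm. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1. Each standard error was taken as the log2 fold change over the root of the F statistic. CPM values are TMM-normalized, and log2 CPM used a prior count of 2. Set tests used camera and fry of limma 3.58.1. Confidence intervals of shares are Wilson intervals at 95%.

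The procedure was tested on simulated data with 200 genes changed by 3 on the log2 scale in the mutant groups. It called 187 of them in the group of 4 and 175 in the group of 2, with 10 false calls in each. Lists came from the supplementary tables: the 3 pathways of Fig. 7A, the 30 meiotic genes of Fig. 9A and 9 photosynthetic genes, and the 11 genes of Fig. 7B from the figure. The rule for named genes was set before the data were examined. It took OsMADS58, every gene the paper names with an identifier, and for each mutant line the 2 genes with the largest log2 fold change in each direction, among called genes with a mean of at least 10 CPM and all mutant samples beyond all wild-type samples. Other genes named were chosen after their values were seen.

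Alternatives set before the data were examined were DESeq2 1.42.0, RLE and upper-quartile factors, no filter and a mean of at least 10 counts, only the 2 groups compared, the replicate number as a block, the 6 samples of Fig. 9A, each sample left out in turn, each pair of *osmads58* dSpm samples, no fold change threshold, an adjusted p-value under 0.01, and for some results medians, a prior count of 0.5 and a correlation threshold of 0.7. Counts divided by 4 were added after the counts had been seen. With 1 *osmads58* CRISPR sample left out, no calls were made in that line. The gene families of Fig. 6E were not tested, since no table of names matched the identifiers. The regulatory networks, GO terms and ChIP-seq targets were not analysed here.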

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

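All tests given here were chosen or written down after the results had been seen.

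Samples far from the others of their line were looked for in the *osmads58* dSpm samples, for 61 genes and library measures. The gap of 1 sample to the next, over the range, was above Dixon's critical value for 6 of them, where chance gives about 3.05. *osmads58* dSpm 1 was apart for LOC_Os08g34210 (103 CPM), OsPsbR (6.44 CPM), RAD51C (32.4 CPM), SWI1/DYAD/AM1 (14.4 CPM) and ZIP4 (0.672 CPM), and *osmads58* dSpm 5b for SDS (6.79 CPM). The cause was not tested. No biological explanation was tested.

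The mutant lines differed in the direct comparison, with 1462 genes past the threshold. Leaving out 1 sample moved the number higher in *osmads58* CRISPR to 222 without wild type 2, 221 without wild type 3 and 209 without *osmads58* dSpm 5b. In the comparisons with the wild type, 22 genes were higher in *osmads58* dSpm and lower in *osmads58* CRISPR than in the wild type, so they moved in opposite directions. Only the real split, 1 of 35 splits of the wild-type and *osmads58* dSpm samples, gave as many such genes, and the next gave 8. Expression that follows OsMADS58 step by step would give such genes only by chance. The other splits cannot measure that chance. Of the 33 splits besides the real one and the one that called 428 genes, each called at most 43. This leaves few genes that could move in opposite directions. In 20 simulations of unchanged groups, at most 5 genes moved in opposite directions among equally many top genes. Sampling noise with the fitted spread thus does not give 22. The simulated samples are independent, so a deviation shared by some samples is not covered. For that reason the count of 22 genes does not decide for or against such a relation. The count was 13 without wild type 1, 2 without wild type 2, 0 without wild type 3, 34 without *osmads58* dSpm 2, 11 without *osmads58* dSpm 4b and 9 without *osmads58* dSpm 5b, 60 with *osmads58* dSpm 4b and 5b only and 100 with DESeq2. The authors' Supplementary Tables S6 to S9 hold 100 such genes and 2 the other way. A difference in genetic background between the lines may also give such genes, and this was not tested. Of the genes called in both lines in one direction, 86 in all, 47.7% had the larger change in *osmads58* CRISPR, which does not decide for or against a step-by-step relation.

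The 394 genes called in *osmads58* dSpm against the wild type were reached by 2 of the 35 splits of these samples, the real one included. The other split set *osmads58* dSpm 1, 4b and 5b against the wild type with *osmads58* dSpm 2 and called 428 genes. It leaves 6 of the 7 samples on their real side, and each of the 33 remaining splits called at most 43 genes. In 20 simulations of unchanged groups, at most 1 gene was called in *osmads58* dSpm, so sampling noise with the fitted spread does not give this total. The simulated samples are independent, so a deviation shared by some samples is not covered, and it stays open. The total was 198 without wild type 1, 79 without wild type 2, 65 without wild type 3, 620 without *osmads58* dSpm 1, 855 without *osmads58* dSpm 2, 161 without *osmads58* dSpm 4b, 147 without *osmads58* dSpm 5b, 220 without *osmads58* CRISPR 1 and 220 without *osmads58* CRISPR 2.

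*osmads58* dSpm 4b and 5b are not shown in Fig. 9A, and they carried signals there that *osmads58* dSpm 1 and 2 lack. PAIR1 had a mean of 2.36 CPM in them and RPA2A 5.71 CPM, above each wild-type sample. With 4b and 5b as the only samples of the line, 6 of the 30 meiotic genes passed the threshold. That fit also raised the calls in *osmads58* CRISPR, to 3469 over all genes, so its spread may contribute to the number. In a fit with *osmads58* dSpm 1 and 2 and *osmads58* dSpm 4b and 5b as separate groups, 237 genes were higher and 364 lower in 4b and 5b, and both other divisions of the 4 samples into pairs called 0 genes, with 596 and 510 at an unadjusted p-value under 0.05 against 5777. This pattern was noticed in the data. Swapped names are argued against, since 39.8% of the 2145 genes that part *osmads58* CRISPR from *osmads58* dSpm 1 and 2 were nearer to *osmads58* CRISPR in 4b and 5b, where *osmads58* CRISPR libraries would put nearly all of them there. Library size is argued against, since the totals of 4b (75.5 M counts) and 5b lie between those of *osmads58* dSpm 1 and 2. So do the shares of the 10 most abundant genes (5.11% in 5b), which argues against a few genes taking most of the counts. The number of genes detected did set them apart. It was 28915 in 4b and 29185 in 5b, against 25368 and 26569 in *osmads58* dSpm 1 and 2. The highest among all other samples was 27372, in wild type 3, and the cause was not tested. A library batch marked by the letter b cannot be told apart from the samples, since 0 wild-type or *osmads58* CRISPR samples carry the letter. A difference in developmental stage may contribute, since 23 of the 30 meiotic genes were higher in 4b and 5b, but the genes are not independent and no panicle lengths per sample are given. GC content and gene length were not tested.

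Among genes that the paper's text does not discuss, although its tables list them in both lines, 3 (LOC_Os03g43100, LOC_Os10g35160 and LOC_Os11g45040) had at most 3 counts in each wild-type sample and at least 1 CPM in each mutant sample, and 0 genes had the reverse. The last 2 of these names were chosen after their values were seen. Only 1 of the 84 splits of the 9 samples into 3 and 6, the real one, gave as many. Loci that differ between the wild-type plants and both mutant lines could give this, and such loci would tend to lie together. The number with another of the set within 50 gene numbers was 0, which 3 genes cannot decide. A shared effect of OsMADS58 stays open as well, untested.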

How the results depend on the processing

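All alternatives were set before the data were examined, except the counts divided by 4, which were chosen after the counts had been seen, and the cause of a change was not tested where none is named.

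*osmads58* CRISPR had more called genes than *osmads58* dSpm under every alternative that gave calls in both lines. The direction of OsMADS58 was the same in both lines under all of the 24 alternatives run for it, and its call in *osmads58* CRISPR held under each alternative with a test. Its log2 fold change ranged from -2.07 to -1.14 in *osmads58* dSpm and from -4.25 to -3.29 in *osmads58* CRISPR. All 11 genes of Fig. 7B had the panel's direction in *osmads58* CRISPR under each alternative run for them. The number of called genes depended on the fit and on the samples in it. As reported, 321 genes were higher and 73 lower in *osmads58* dSpm, 555 and 957 in *osmads58* CRISPR, and 392 and 1070 in *osmads58* CRISPR against *osmads58* dSpm. With DESeq2, 1003 genes were higher and 335 lower in *osmads58* dSpm, 1329 and 1855 in *osmads58* CRISPR, and 828 and 2007 in *osmads58* CRISPR against *osmads58* dSpm. There, 89.8% of calls were in 1 line only, 4522 calls were in the authors' tables, 4 of the 30 meiotic genes were called in *osmads58* CRISPR, the log2 fold change of OsMADS58 in *osmads58* dSpm was -1.70 and past the threshold and the log2 fold change of OsMADS58 in *osmads58* CRISPR against *osmads58* dSpm was -2.13 and past the threshold. With only the 2 groups compared in the fit, 195 genes were higher and 41 lower in *osmads58* dSpm, 1113 and 1547 in *osmads58* CRISPR, and 265 and 697 in *osmads58* CRISPR against *osmads58* dSpm. There, 98.0% of calls were in 1 line only and 5 of the 30 meiotic genes were called in *osmads58* CRISPR. In the 6 samples of Fig. 9A, 64 genes were higher and 9 lower in *osmads58* dSpm, 629 and 1023 in *osmads58* CRISPR, and 1215 and 1855 in *osmads58* CRISPR against *osmads58* dSpm. There, 99.1% of calls were in 1 line only, 88.9% of the cell cycle genes were nearer to the wild type, 100% of the meiosis genes were nearer to the wild type, 75% of the oxidation reduction genes were nearer to the wild type, 90.4% of random pairs passed the correlation threshold, the log2 fold change of PAIR1 in *osmads58* dSpm was -0.91, reversed and the log2 fold change of RPA2A in *osmads58* dSpm was -1.63, reversed. Without a fold change threshold, 344 genes were higher and 129 lower in *osmads58* dSpm, 725 and 1258 in *osmads58* CRISPR, and 592 and 1371 in *osmads58* CRISPR against *osmads58* dSpm. At an adjusted p-value under 0.01, 84 genes were higher and 16 lower in *osmads58* dSpm, 52 and 177 in *osmads58* CRISPR, and 78 and 342 in *osmads58* CRISPR against *osmads58* dSpm. There, 92.5% of calls were in 1 line only. A stricter threshold lowers a count by construction, and no fold change threshold raises it. With RLE factors, 1 of the 30 meiotic genes was called in *osmads58* CRISPR. Without a filter, 1 of the 30 meiotic genes was called in *osmads58* CRISPR. With upper-quartile factors, 82.8% of random pairs passed the correlation threshold. At an absolute correlation of at least 0.7, 36.5% of random pairs passed the correlation threshold. With the counts divided by 4, 356 genes were higher and 97 lower in *osmads58* dSpm, 686 and 1014 in *osmads58* CRISPR, and 476 and 1131 in *osmads58* CRISPR against *osmads58* dSpm.

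The pairs of *osmads58* dSpm samples gave different counts. With *osmads58* dSpm 1 and 2 only, 95 genes were higher and 15 lower in *osmads58* dSpm, 744 and 1195 in *osmads58* CRISPR, and 732 and 1413 in *osmads58* CRISPR against *osmads58* dSpm. There, 98.6% of calls were in 1 line only, 5 of the 30 meiotic genes were called in *osmads58* CRISPR, 94.4% of the cell cycle genes were nearer to the wild type, 96.3% of the meiosis genes were nearer to the wild type, 74.1% of the oxidation reduction genes were nearer to the wild type, the log2 fold change of PAIR1 in *osmads58* dSpm was -0.60, reversed and the log2 fold change of RPA2A in *osmads58* dSpm was -1.09, reversed. With *osmads58* dSpm 1 and 4b only, 141 genes were higher and 181 lower in *osmads58* dSpm, 339 and 858 in *osmads58* CRISPR, and 230 and 617 in *osmads58* CRISPR against *osmads58* dSpm. There, 92.7% of calls were in 1 line only, 1 of the 30 meiotic genes was called in *osmads58* CRISPR and the log2 fold change of LOC_Os03g64260 in *osmads58* dSpm was -0.18, reversed. With *osmads58* dSpm 1 and 5b only, 133 genes were higher and 179 lower in *osmads58* dSpm, 416 and 888 in *osmads58* CRISPR, and 355 and 743 in *osmads58* CRISPR against *osmads58* dSpm. There, 93.3% of calls were in 1 line only and 1 of the 30 meiotic genes was called in *osmads58* CRISPR. With *osmads58* dSpm 2 and 4b only, 140 genes were higher and 22 lower in *osmads58* dSpm, 832 and 1124 in *osmads58* CRISPR, and 131 and 604 in *osmads58* CRISPR against *osmads58* dSpm. There, 97.4% of calls were in 1 line only. With *osmads58* dSpm 2 and 5b only, 161 genes were higher and 25 lower in *osmads58* dSpm, 904 and 1188 in *osmads58* CRISPR, and 213 and 765 in *osmads58* CRISPR against *osmads58* dSpm. There, 97.6% of calls were in 1 line only. With *osmads58* dSpm 4b and 5b only, 1218 genes were higher and 1273 lower in *osmads58* dSpm, 1558 and 1911 in *osmads58* CRISPR, and 945 and 1272 in *osmads58* CRISPR against *osmads58* dSpm. There, 77.7% of calls were in 1 line only, 3755 calls were in the authors' tables, 6 of the 30 meiotic genes were called in *osmads58* dSpm, 8 of the 30 meiotic genes were called in *osmads58* CRISPR, 11.1% of the cell cycle genes were nearer to the wild type, 51.9% of the meiosis genes were nearer to the wild type, 49.3% of the oxidation reduction genes were nearer to the wild type, the log2 fold change of OsMADS58 in *osmads58* CRISPR against *osmads58* dSpm was -2.32 and past the threshold and the log2 fold change of LOC_Os03g64260 in *osmads58* dSpm was -0.15, reversed.

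With 1 sample left out in turn, the genes higher in *osmads58* dSpm ranged from 52 to 498 and those lower from 12 to 452. In *osmads58* CRISPR, the genes higher ranged from 147 to 1188 and those lower from 490 to 1348 without a wild-type or *osmads58* dSpm sample. In *osmads58* CRISPR against *osmads58* dSpm, they ranged from 209 to 586 and from 766 to 1158. The share of calls in 1 line only ranged from 88.3 to 97.4%, the calls in the authors' tables from 703 to 2872 and the meiotic genes called in *osmads58* CRISPR from 0 to 4. The genes nearer to the wild type ranged from 59.0 to 70.8% for oxidation reduction, from 22.2 to 88.9% for cell cycle and from 70.4 to 96.3% for meiosis, and the pairs past the correlation threshold from 74.4 to 86.8%. The log2 fold change of OsMADS58 in *osmads58* CRISPR against *osmads58* dSpm ranged from -2.57 to -1.77, and passed the threshold without wild type 1 (-2.15) and without *osmads58* dSpm 2 (-2.36). Without *osmads58* dSpm 1, 22.2% of the cell cycle genes were nearer to the wild type, reversed. The log2 fold change of LOC_Os03g64260 in *osmads58* dSpm ranged from -0.0457 to 0.42, reversed without *osmads58* dSpm 2. Counts that moved by more than 1.5 times were, for genes higher in *osmads58* dSpm, 163 without wild type 1, 67 without wild type 2, 52 without wild type 3, 498 without *osmads58* dSpm 1, 135 without *osmads58* dSpm 4b, 123 without *osmads58* dSpm 5b, 181 without *osmads58* CRISPR 1 and 181 without *osmads58* CRISPR 2. For genes lower in *osmads58* dSpm they were 35 without wild type 1, 12 without wild type 2, 13 without wild type 3, 122 without *osmads58* dSpm 1, 452 without *osmads58* dSpm 2, 26 without *osmads58* dSpm 4b, 24 without *osmads58* dSpm 5b, 39 without *osmads58* CRISPR 1 and 39 without *osmads58* CRISPR 2. For genes higher in *osmads58* CRISPR they were 223 without wild type 1, 147 without wild type 2, 186 without wild type 3 and 1188 without *osmads58* dSpm 1, and for genes lower 552 without wild type 1, 490 without wild type 2 and 540 without wild type 3. For genes higher in *osmads58* CRISPR against *osmads58* dSpm they were 222 without wild type 2, 221 without wild type 3 and 209 without *osmads58* dSpm 5b. The meiotic genes called in *osmads58* CRISPR were 0 without wild type 1, 0 without wild type 2, 0 without wild type 3, 4 without *osmads58* dSpm 1, 1 without *osmads58* dSpm 4b and 1 without *osmads58* dSpm 5b, with 7, 7 and 8 at an unadjusted p-value under 0.05 without wild type 1, 2 and 3. With 1 *osmads58* CRISPR sample left out, no calls were made in *osmads58* CRISPR.

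The samples share only a number between lines. For the pairing, the deviations of same-numbered samples from their group means were correlated across genes. The correlation was 0.499 for wild type 1 and *osmads58* dSpm 1, which also lay side by side on the first principal component, and 0.150 for wild type 2 and *osmads58* dSpm 2. A batch marked by the number in all 3 lines would move *osmads58* CRISPR 1 too, but its deviations had a correlation of 0.0215 with those of wild type 1 and 0.00410 with those of *osmads58* dSpm 1. For *osmads58* dSpm 2 and *osmads58* CRISPR 2 it was -0.0768. The cause of the shared deviation of wild type 1 and *osmads58* dSpm 1 was not tested. With the replicate number as a block, 135 genes were higher and 17 lower in *osmads58* dSpm, 1089 and 1452 in *osmads58* CRISPR, and 1095 and 1755 in *osmads58* CRISPR against *osmads58* dSpm. There, 98.5% of calls were in 1 line only and 5 of the 30 meiotic genes were called in *osmads58* CRISPR. *osmads58* dSpm 4b and 5b have no counterpart in the block.

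The 22 further results were single genes, the ratio of called genes between the lines, the genes changed in opposite directions and the photosynthetic genes. Of their values under the alternatives, 415 stayed on their side of the threshold or close to the reported value, 38 became weaker, 23 stronger and 43 moved, and the 7 reversed values are given above. Depth limits genes near a count of 0, such as LOC_Os11g45970, which had at most 32 counts in any sample.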

Differences from the paper's values

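For the numbers of called genes, DESeq2 in place of edgeR gave the paper's numbers exactly, so the choice of method accounts for those differences. Which of its steps matters was not tested. DESeq2 also gave the paper's log2 fold changes of OsMADS58 in *osmads58* dSpm (-1.70) and of PAIR1 (3.32) and LOC_Os03g64260 (-1.80) in *osmads58* CRISPR. It called all 3 there, and all 11 genes of Fig. 7B in *osmads58* CRISPR. The choice of method thus accounts for these differences in calls too. No test of a cause was made for the remaining differences, and each value was compared after it had been computed.

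The paper's tables list 1003 genes upregulated in *osmads58* dSpm, against 321 here. Of the 25 alternatives set before the data were examined, 2 came within 1.5 times the paper's number: DESeq2 and *osmads58* dSpm 4b and 5b only. The paper's tables list 335 genes downregulated in *osmads58* dSpm, against 73 here. Of the 25 alternatives set before the data were examined, 2 came within 1.5 times the paper's number: DESeq2 and without *osmads58* dSpm 2. The paper's tables list 1329 genes upregulated in *osmads58* CRISPR, against 555 here. Of the 23 alternatives set before the data were examined, 6 came within 1.5 times the paper's number: DESeq2, only the 2 groups compared, the replicate number as a block, without *osmads58* dSpm 1, *osmads58* dSpm 2 and 5b only and *osmads58* dSpm 4b and 5b only. The paper's tables list 1855 genes downregulated in *osmads58* CRISPR, against 957 here. Of the 23 alternatives set before the data were examined, 6 came within 1.5 times the paper's number: DESeq2, only the 2 groups compared, the replicate number as a block, without *osmads58* dSpm 1, *osmads58* dSpm 4b and 5b only and no fold change threshold. DESeq2, which the paper's methods name, gave 1003 and 335 genes in *osmads58* dSpm and 1329 and 1855 in *osmads58* CRISPR, the numbers of the paper's tables. For each count, the alternatives not listed with it did not come within 1.5 times the paper's number.

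The paper describes OsMADS58 as downregulated in *osmads58* dSpm. Its log2 fold change was -1.66 with an adjusted p of 0.118, and only DESeq2 called it, with an adjusted p of 0.0101 (range over its alternatives 0.0101 to 0.307). The paper names PAIR1 as changed in *osmads58* CRISPR, where the log2 fold change here was 3.34 with an adjusted p of 0.0993. DESeq2, only the 2 groups compared, the replicate number as a block, *osmads58* dSpm 1 and 2 only and *osmads58* dSpm 4b and 5b only called it. The paper describes the meiotic genes as altered in *osmads58* CRISPR, and 2 of the 30 passed the threshold here, 4 with DESeq2 and at most 8, with *osmads58* dSpm 4b and 5b only. RPA2A (adjusted p 0.169 here), which the paper shows as changed by RT-qPCR, was called in *osmads58* CRISPR with the replicate number as a block, in the 6 samples of Fig. 9A and with *osmads58* dSpm 4b and 5b only. Without wild type 1, 2 or 3, 0 of the 30 were called, and 7, 7 and 8 had an unadjusted p-value under 0.05. The paper reports no change of meiotic genes in *osmads58* dSpm. Adjusted over all genes, this held except with *osmads58* dSpm 4b and 5b only, where 6 were called. Adjusted over the list alone, 2 passed in the 6 samples of Fig. 9A. LOC_Os03g64260 is in the paper's list of genes downregulated in *osmads58* CRISPR. Its adjusted p here was 0.0508, and it was called with DESeq2, a mean of at least 10 counts, only the 2 groups compared, the replicate number as a block, without *osmads58* dSpm 1, 2 or 4b in turn, with *osmads58* dSpm 1 and 2, 2 and 5b or 4b and 5b only, and with the counts divided by 4, which were chosen after seeing the values. Of the 11 genes of Fig. 7B, all of which are in the paper's tables for *osmads58* CRISPR, 7 were called here, and 4 without wild type 2. LOC_Os08g43190 had a log2 fold change of -1.34 with an adjusted p of 0.0580, and was called under DESeq2, only the 2 groups compared, the replicate number as a block, the 6 samples of Fig. 9A, without *osmads58* dSpm 1, without *osmads58* dSpm 2, *osmads58* dSpm 1 and 2 only, *osmads58* dSpm 1 and 4b only, *osmads58* dSpm 1 and 5b only, *osmads58* dSpm 2 and 4b only, *osmads58* dSpm 2 and 5b only and *osmads58* dSpm 4b and 5b only. LOC_Os01g25484 had a log2 fold change of -0.99 with an adjusted p of 0.0154, and was called under DESeq2, RLE factors, only the 2 groups compared, the replicate number as a block, the 6 samples of Fig. 9A, without wild type 1, without wild type 3, *osmads58* dSpm 4b and 5b only and no fold change threshold. LOC_Os06g01210 had a log2 fold change of 1.58 with an adjusted p of 0.0654, and was called under DESeq2, only the 2 groups compared, without *osmads58* dSpm 1 and *osmads58* dSpm 4b and 5b only. LOC_Os05g41390 had a log2 fold change of 3.21 with an adjusted p of 0.0881, and was called under DESeq2, only the 2 groups compared, the replicate number as a block, without *osmads58* dSpm 1, *osmads58* dSpm 1 and 2 only, *osmads58* dSpm 2 and 4b only, *osmads58* dSpm 2 and 5b only and *osmads58* dSpm 4b and 5b only. The paper describes the pathway patterns of *osmads58* dSpm as nearer to the wild type, and with *osmads58* dSpm 4b and 5b only the shares were 49.3% for oxidation reduction and 11.1% for cell cycle.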

Other observations

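All tests here were chosen or written down after related results had been seen.

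The log2 fold changes of the mutant lines had a correlation of 0.422 across genes. Simulated unchanged groups that shared simulated wild-type samples had a mean correlation of 0.457, so the sharing of wild-type samples may account for all of it.

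Most random pairs of called genes passed an absolute Spearman correlation of 0.25. Permuted values passed it in 51.7% of pairs and the values as observed in 83.5%. The genes were chosen by their calls between these same groups, which by itself makes them vary together, so the comparison does not decide whether unrelated genes would reach the observed share, and this stays open. At 0.7, 36.5% of pairs passed, and 4.26% of permuted pairs. No biological explanation was tested.

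Low counts fell on multiples of 4 more often than evenly spread values would, in 37.2% to 40.7% of cases per sample against 25%. If 1 read pair is counted about 4 times, the counts stand for 344 M reads, below the number the paper states, as a table without unmapped reads would be. This is a candidate explanation from the values alone.

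The 9 photosynthetic genes that the paper measured by RT-qPCR for Fig. 5 were also read. Of these, 8 could be tested, and PsaG had 0 counts in each sample. In *osmads58* CRISPR, 7 of the 8 had a positive log2 fold change, and 1 passed the threshold, PsaN, with 1.96 (standard error 0.41, adjusted p = 0.0266 from edgeR's quasi-likelihood test). Adjusted over the list alone, 3 passed. Without wild type 1 or wild type 3, 0 passed (4 and 4 with an unadjusted p-value under 0.05), and without *osmads58* dSpm 2, 3. PsaK had 0.99 with an adjusted p of 0.0463. In *osmads58* dSpm, 7 of the 8 had a positive log2 fold change as well, 0 passed and 1 had an unadjusted p-value under 0.05. As a set in *osmads58* CRISPR, camera of limma gave an adjusted p of 0.0178 over 6 tests, and 0.265 in *osmads58* dSpm. The set in *osmads58* CRISPR also passed with fry (adjusted p = 0.00715 from limma) and not with an estimated correlation (adjusted p = 0.248 from limma). For the 30 meiotic genes, camera gave an adjusted p of 0.321 in *osmads58* CRISPR and 0.321 in *osmads58* dSpm with limma. That test looks for a shared direction, and in *osmads58* CRISPR 16 of these genes were positive and 14 negative. For change in either direction, fry of limma gave an unadjusted p of 0.0105 in *osmads58* CRISPR and 0.158 in *osmads58* dSpm. Between the mutant lines it gave 0.00552.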
